# RNA-Seq analyses reveal the order of tRNA processing events and the maturation of C/D box and CRISPR RNAs in the hyperthermophile *Methanopyrus kandleri*

**DOI:** 10.1093/nar/gkt317

**Published:** 2013-04-25

**Authors:** Andreas A. H. Su, Vanessa Tripp, Lennart Randau

## Abstract

The methanogenic archaeon *Methanopyrus kandleri* grows near the upper temperature limit for life. Genome analyses revealed strategies to adapt to these harsh conditions and elucidated a unique transfer RNA (tRNA) C-to-U editing mechanism at base 8 for 30 different tRNA species. Here, RNA-Seq deep sequencing methodology was combined with computational analyses to characterize the small RNome of this hyperthermophilic organism and to obtain insights into the RNA metabolism at extreme temperatures. A large number of 132 small RNAs were identified that guide RNA modifications, which are expected to stabilize structured RNA molecules. The C/D box guide RNAs were shown to exist as circular RNA molecules. In addition, clustered regularly interspaced short palindromic repeats RNA processing and potential regulatory RNAs were identified. Finally, the identification of tRNA precursors before and after the unique C8-to-U8 editing activity enabled the determination of the order of tRNA processing events with termini truncation preceding intron removal. This order of tRNA maturation follows the compartmentalized tRNA processing order found in Eukaryotes and suggests its conservation during evolution.

## INTRODUCTION

Organisms that belong to the domain Archaea are often adjusted to the harshest environments present on earth. *Methanopyrus kandleri* is a methanogenic archaeon that can survive extreme heat and pressure conditions. One of the earliest archaeal genome sequences was obtained for *M. kandleri* AV19 (1). This organism was isolated near hydrothermal vents from the Gulf of California at a depth of 2000 m below sea level and at temperatures of 84–110°C (2). More recently, *M. kandleri* strain 116 was isolated and shown to proliferate at 20 MPa pressure and 122°C (3), which extended the known upper temperature limit for life. The search for features that allow growth at these temperatures revealed that *M. kandleri* sustains high intracellular concentrations of the trivalent anion cyclic 2,3-diphosphoglycerate, and enzymes isolated from this organism can require over 1 molar salt concentrations to ensure their stability and activity (4,5).

A large number of orphan genes were identified in the *M. kandleri* genome, which revealed several unusual enzymes including the topoisomerase V and a two-subunit reverse gyrase (6,7). One orphan gene encodes a unique cytidine deaminase that acts on transfer RNA (tRNA) base 8 (CDAT8) (8). All organisms from all three domains of life contain tRNA genes with a conserved T residue at position 8 and the folding of tRNA molecules involves tertiary interactions between U8 and the equally conserved base A14. The only known exception to this rule is the minimal set of 34 tRNA genes that is present in the *M. kandleri* genome and that contains 30 genes that have an unusual C base at position 8. The tRNA precursors that contain a C8 base are then edited by CDAT8 deamination to ensure that mature tRNA molecules contain the universal U8 required for proper folding.

It has been suggested that the acquisition of the orphan genes was mediated by viruses (9) and that these rare genes evolved in the viral community. The identification of five anti-viral clustered regularly interspaced short palindromic repeats (CRISPR) systems in the genome of *M. kandleri* underlines the importance of virus—host interactions in extreme environments.

The phylogenetic positioning of *M. kandleri* among other Archaea is debated. *M. kandleri* is the only known member of the class Methanopyrales belonging to the phylum Euryarchaeota. The 16S ribosomal RNA (rRNA) gene-based phylogenetic studies placed the *M. kandleri* branch deep at the root of the archaeal tree (10), whereas whole genome trees include *M. kandleri* with other methanogens in a monophyletic group (11). Although the latter scenario is supported by the observation of accelerated evolution of transcriptional proteins, *M. kandleri* is still considered to represent an organism that is phylogenetically close to the Last Universal Common Ancestor at the root of the tree of life (12).

The extreme growth conditions of *M. kandleri*, the divergent phylogenetic positioning and the unique tRNA editing events raise question about the RNA properties of this organism. In the present study, we applied RNA-Seq deep sequencing methodology to isolated enriched small RNA samples from *M. kandleri* to obtain an insight into the small RNA metabolism at extreme temperatures and to follow tRNA C-to-U editing activity. A small RNome (sRNome) set was characterized that highlights the importance of the modification of structured RNAs and the defence against viruses. Sequencing of tRNAs with and without C8 editing revealed tRNA processing intermediates and highlighted that termini truncation precedes intron removal.

## MATERIALS AND METHODS

### Cell cultivation and RNA isolation

*Methanopyrus kandleri* cells were a kind gift of D. Söll. The organism was grown in the Archaeenzentrum Regensburg (H. Huber, M. Thomm, K. Stetter) in a 300 l fermenter as described (1). Total RNA was isolated by SDS-lysis of the cell pellet and phenol/chloroform extraction, and small RNAs were purified from total RNA using the MirVana RNA extraction kit (Ambion).

### RNA-*s*equencing

Six different *M. kandleri* small RNA libraries were prepared for sequencing. The following RNA pre-treatment protocols were applied before adapter ligation: Sample 1: 10 µg of *M. kandleri* sRNA was incubated in 1× T4 polynucleotidekinase (T4 PNK) buffer (NEB) for 6 h at 36°C in a total volume of 50 µl with no additional treatment. Sample 2: 10 µg of *M. kandleri* sRNA was incubated in a buffer containing 50 mM sodium phosphate, 1 mM EDTA and 0.36% H_2_O_2_ at 20°C for 3 h to facilitate dethiolation of RNA. Sample 3: 10 µg of *M. kandleri* sRNA was incubated in a buffer containing 170 mM Tris–HCl (pH 8.8) at 37°C for 3 h to facilitate deacetylation of tRNA molecules. Samples 1–3 resulted in highly similar RNA-Seq sequencing output. 

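Across the 254 RNAs and rRNAs placed on the genome, the log2 peak coverage per 1000000 nt gave a Pearson's r of 0.940438 between Samples 1 and 2, 0.94317 between Samples 1 and 3 and 0.982039 between Samples 2 and 3. These correlations are across RNAs, which are not independent replicates. The number of RNAs that differed more than 2-fold was 38, 29 and 6 for the same pairs. Total coverage was 498207322 nt in Sample 1, 819668261 nt in Sample 2 and 755597104 nt in Sample 3. The share of genome positions without reads was 18.8806% in Sample 1, 0.945445% in Sample 2 and 1.02208% in Sample 3 (no replicates of any pre-treatment).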

Samples 4–6 were treated with T4 PNK to ensure proper termini for adapter ligation to RNA molecules that contain either 5′ OH termini or 3′ phosphate termini. Sample 4: 10 μg of small RNA was incubated at 37°C for 6 h with 20 U T4 PNK and in 1× T4 PNK buffer in a total volume of 50 μl. Subsequently, 2 mM adenosine triphosphate (ATP) and 10 U T4 PNK were added, and the reaction mixture was incubated for 1 h at 37°C to generate monophosphorylated 5′ termini. Sample 5: The protocol for Sample 4 was followed but the final addition of 2 mM ATP was omitted. Sample 6: The protocol for Sample 4 was followed, but 2 mM ATP was added from the beginning. 

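The same comparison for the T4 PNK libraries gave a Pearson's r across the 254 RNAs of 0.982876 between Samples 4 and 5, 0.988744 between Samples 4 and 6 and 0.992657 between Samples 5 and 6, with RNAs not being independent replicates. Between Samples 4 and 5, 5 RNAs differed more than 2-fold, and 0 did so in the other two pairs. Samples 4, 5 and 6 held 970044044, 858575900 and 984281800 nt of coverage.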

Samples 4 to 6 resulted in highly similar RNA-Seq sequencing output. RNA libraries were prepared with an Illumina TruSeq RNA Sample Prep Kit (Ambion), and sequencing on an Illumina HiSeq2000 sequencer was performed at the Max-Planck Genomecentre, Cologne (Max Planck Institute for Plant Breeding Research, Köln, Germany).

### Identification of small RNA species

Sequencing reads were trimmed by (i) removal of Illumina TruSeq linkers and poly-A tails and (ii) removal of sequences using a quality score limit of 0.05. A total of 83 338 855 reads with an average length of 61 nt were mapped to the *M. kandleri* reference genome (GenBank: NC_003551) with CLC Genomics Workbench 5.5 (CLC Bio, Aarhus, Denmark). The following mapping parameters were used: mismatch cost, 2; insertion cost, 3; deletion cost, 3; length fraction, 0.5; similarity, 0.8. This program was also used to determine the coverage of individual RNA molecules. All predicted RNA molecules and their termini were manually verified, and all intergenic regions were checked for the presence of RNA molecules with coverage of >500 reads. Target prediction of identified C/D box sRNAs was performed with the PLEXY tool using the default parameters (13). Provided possible target RNA sequences were as follows: (i) all rRNAs and tRNAs sequences and (ii) all identified sRNAs (Supplementary Table S1). The following algorithms were used for further computational analysis of the data: RNA folding [Mfold (14)], tRNA gene prediction [tRNAScan-SE (15), genomic tRNA database (16)], small nucleolar RNA (snoRNA) gene prediction [snoscan (17)], crRNA identification [crisprdb (18)], RNA alignments [ClustalW2 (19)] and RNA visualization [VARNA (20)]. Gene annotations were obtained from GenBank.

### Inverse *Reverse transcriptase*-*polymerase chain reaction*

In all, 10 ng of an *M. kandleri* sRNA preparation were treated with Superscript III reverse transcriptase (Invitrogen) and primers against C/D box sRNAs 5, 11, 16, 17, 27 to generate complementary DNA (cDNA) for the detection of circular sRNA molecules. The RNA was denatured at 100°C for 5 min and cooled on ice for 5 min to facilitate reverse transcription at 55°C for 30 min. Inactivation of the reverse transcriptase was carried out at 70°C for 15 min. Subsequently, the cDNA products were polymerase chain reaction (PCR) amplified with Platinum Taq DNA polymerase (Invitrogen) using forward and reverse primers. The following primers were used:

C/D_5_For: 5′-GATCCCATCCTCATCCCAC-3′,

C/D_5_Rev: 5′-GATCTGGGAGGCCGTTAC-3′,

C/D_11_For: 5′-GCGTGGGGTAGCATCGTC-3′,

C/D_11_Rev: 5′-ACCCCGATGAGGAGGAAC-3′,

C/D_16_For: 5′-GTTCGTCGGCCTACCTCG-3′,

C/D_16_Rev: 5′-GGGATGACGACCCCTGG-3′,

C/D_17_For: 5′-CGATCCTGCGACCACTCC-3′,

C/D_17_Rev: 5′-GCGGTTGTTCGCTTCTTCATC-3′,

C/D_27_For: 5′-GCTCAATCTTCATCCACAGGATC-3′,

C/D_27_Rev: 5′-AGCCCGGCACTGACTCG-3′.

The PCR amplificates were cloned into a pCR2.1 TOPO vector (Invitrogen) and sequenced (Eurofins MWG Operon).

### Data availability

The RNA-Seq data are available at NCBI’s Gene Expression Omnibus website as series GSE44979.

## RESULTS

### The small RNA profile of *Methanopyrus kandleri*

RNA-Seq methodology was used to facilitate the genome-wide analysis of small RNA production at single nucleotide resolution in *M. kandleri*. RNA molecules were isolated from *M. kandleri* cells, and small RNA molecules (<200 nt) were selectively enriched. The RNA preparation was split into six fractions and subjected to different RNA modification procedures (detailed in the ‘Materials and Methods’ section) before adapter ligation. 

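Each of the 6 fractions of this single RNA preparation became 1 library, so the libraries are not biological replicates. Without T4 PNK, Sample 1 stayed in the enzyme's buffer for 6 h at 36°C, Sample 2 was treated with 0.36% H2O2 for 3 h at 20°C, which removes thiol groups, and Sample 3 with 170 mM Tris-HCl at pH 8.8 for 3 h at 37°C, which serves to deacetylate tRNAs. Samples 4, 5 and 6 were incubated with 20 U T4 PNK for 6 h at 37°C. ATP at 2 mM was added to Sample 4 for a last step of 1 h, was left out of Sample 5 and was present from the start in Sample 6. T4 PNK is a kinase and phosphatase that adds phosphate to 5′ OH ends when ATP is present and removes phosphate from 3′ ends. For every library the authors deposited raw coverage, the number of mapped reads over each of the 1694969 genome positions, with both strands together and without normalization for depth. The 35 tRNA genes, 126 C/D box sRNAs, 6 H/ACA box sRNAs, 39 crRNAs and 45 other sRNAs of Supplementary Table S1 were placed at their listed positions. The 3 rRNAs were placed from coverage near their labels in Figure 1, because no annotation was used. The peak coverage of each of these 254 RNAs was divided by the total coverage of the library in units of 1000000 nt, a pseudocount of 1 was added and log2 values were compared between the 3 T4 PNK libraries and the 3 others by limma with Benjamini-Hochberg adjustment. Class shares and other single values were compared by exact permutation tests. With 3 libraries against 3, such a test cannot give a p under 0.1. The 3 libraries of a group stand in as replicates only because the paper groups them, and each SD is the spread between their pre-treatments.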

Three RNA samples were treated with T4 PNK to enable sequencing of RNAs with 5′ OH termini. Six independent library preparations were used for HiSeq2000 RNA-Seq sequencing. 

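The coverage summed over all positions was 498207322 nt for Sample 1, 819668261 nt for Sample 2, 755597104 nt for Sample 3, 970044044 nt for Sample 4, 858575900 nt for Sample 5 and 984281800 nt for Sample 6. The largest total was 1.97565 times the smallest, and every T4 PNK library was deeper than every library without T4 PNK. Depth and treatment therefore cannot be separated in a comparison of raw coverage. Mean coverage per position ran from 293.933 reads in Sample 1 to 580.708 reads in Sample 6, while the median position had between 19 and 30 reads.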

The obtained reads were mapped to the 1.69 bp long *M. kandleri* genome. In total, these mappings contain 83 338 855 reads with an average length of 61 nt. 

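The files hold coverage and not single reads, so read numbers cannot be counted from them. Summed over the 6 libraries, the coverage was 4886374431 nt. Divided by the number of reads that the paper states, this gives 58.6326 nt of coverage per read.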

Clear differences for the obtained sRNome coverage were observed for the three RNA samples that were treated with T4 PNK in comparison with the three samples without this treatment. 

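Pairs made of a T4 PNK library and a library without T4 PNK gave a mean Pearson's r of 0.747262 ± 0.0415115 (SD, 9 pairs), ranging from 0.681915 to 0.800532 across the 254 RNAs. Pairs within a group gave 0.955216 ± 0.0232695 (SD, 3 pairs) without T4 PNK and 0.988093 ± 0.00492287 (SD, 3 pairs) with it. The RNAs are not independent replicates, so the difference between the 2 kinds of pairs, -0.224392, was compared over the 10 splits of the libraries. The exact permutation p was 0.1, the smallest that 3 libraries against 3 allow. Between 96 and 121 RNAs differed more than 2-fold in the between-group pairs. By limma, 166 of the 254 RNAs changed at an adjusted p under 0.05, 54 of them higher and 112 lower with T4 PNK. By log2 fold change with the pseudocount of 1, crRNA 7 of CRISPR cluster 3 (1307525 to 1307587) rose most. It went from 3.76209 ± 0.43018 to 106.059 ± 18.4951 reads per 1000000 nt (SD, n = 3 libraries), a log2 fold change of 4.47982 (standard error 0.193857, limma adjusted p = 2.19515e-06). It was followed by crRNA 1 of cluster 4 (log2 fold change 3.66208, limma adjusted p = 2.19515e-06) and crRNA 3 of cluster 3 (3.64321, limma adjusted p = 2.19515e-06). This order depends on the pseudocount, which lowers the log2 fold change of RNAs with low coverage. For crRNA 4 of cluster 5, which went from 0.483917 ± 0.150275 to 14.0808 ± 2.34706 reads per 1000000 nt, it was 3.33781. The largest fall was that of the sRNA at 802561 to 802637, from 38.4594 ± 14.3086 to 4.07144 ± 1.19446 reads per 1000000 nt (SD, n = 3 libraries), a log2 fold change of -2.92814 (standard error 0.290759, limma adjusted p = 7.12805e-05). The MK1022 mRNA fragment at 984900 (log2 fold change -2.89438, limma adjusted p = 0.000208206) and C/D box sRNA 23 (-2.82634, limma adjusted p = 0.000631054) came next. The 3 rises and 3 falls ranked here went the same way in all 9 pairs of libraries. Scaling to the coverage outside the rRNAs moved these counts most, to 110 higher and 46 lower RNAs. In 1 kb windows of the whole genome, the difference in r shrank to -0.0628781. The paper states that these differences made it possible to concentrate on 2 of the conditions. It used the other mappings to judge how reproducible its observations were.

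**Figure D1:**
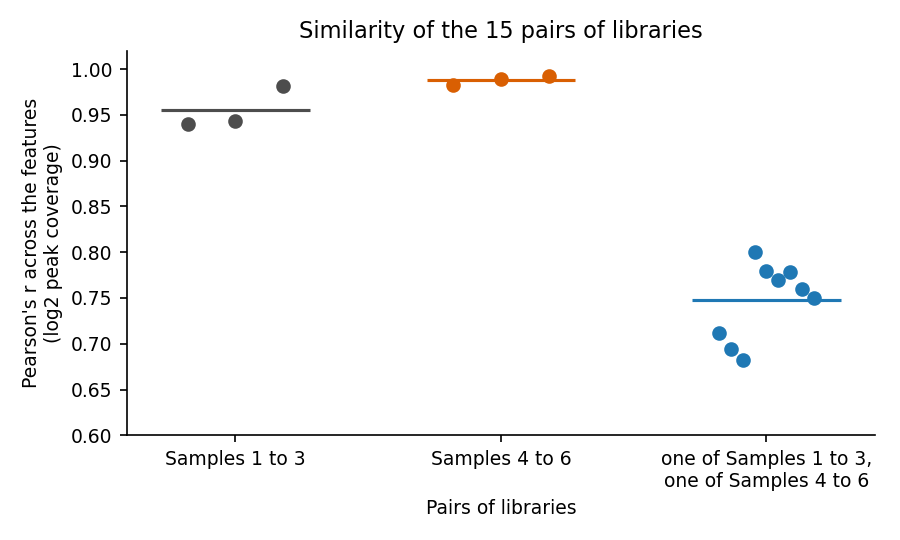
Each point is the Pearson's r across 254 RNAs of the log2 peak coverage for 1 pair of libraries, with pairs within and between the groups on the x axis. Pairs within a group lie between 0.940438 and 0.992657, and the 9 between-group pairs lie between 0.681915 and 0.800532.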

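The direction of change could be followed through the other libraries. Of the 254 RNAs, 57 were higher in all 9 pairs of a T4 PNK library with a library without T4 PNK, and 123 were lower in all 9. With each library left out in turn, limma found between 128 and 184 changed RNAs, of which 45 to 61 were higher and 83 to 123 lower with T4 PNK. The number of crRNAs that were higher stayed at 31 in every such fit.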

This allowed us to focus our small RNA analysis on two of these conditions and provided us with four further mappings that we used for the assessment of the reproducibility of our observations. The overview of the genome-wide RNA profile of *M. kandleri* reveals that most sequence reads were obtained for fragments of the 5S and 16S rRNAs as well as for small C/D box sRNAs (Figure 1). 

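In Sample 1, 38.139% of the total coverage lay on the 126 C/D box sRNAs, 13.1164% on the 16S rRNA, 7.26625% on the 23S rRNA and 3.76689% on the 5S rRNA. The highest single peaks were those of the 16S rRNA (516700 to 518423) with 796892 reads, C/D box sRNA 26 (327758 to 327831) with 676641, C/D box sRNA 46 with 287576 and the 5S rRNA (510745 to 510857) with 282291. Over the 3 libraries without T4 PNK, the C/D box sRNAs took 38.4861 ± 0.332007% of the coverage (SD, n = 3), the 16S rRNA 11.5933 ± 1.40094%, the 5S rRNA 8.62073 ± 4.2827% and the 23S rRNA 7.34959 ± 0.127903%. With T4 PNK, the C/D box sRNAs took 18.5514 ± 2.49004% (SD, n = 3), the 5S rRNA 13.4667 ± 3.75893%, the 16S rRNA 12.1318 ± 0.733714% and the 23S rRNA 35.0431 ± 3.19965%. The change in the C/D box and 23S shares had an exact permutation p = 0.1 (n = 3 against 3, adjusted p = 0.128571 over 9 classes), the smallest that the design allows. Those of the 5S rRNA (exact permutation p = 0.2) and the 16S rRNA (exact permutation p = 0.6) lay within the overlap of the groups. The scaled peak coverage of the 16S rRNA did fall with T4 PNK (log2 fold change -2.06338, limma adjusted p = 0.000449367). It was lower in all 9 pairs of libraries. This fall was not seen with mean in place of peak coverage, so it concerns the highest position and not the whole 16S rRNA. Expressed as a share of the coverage outside the rRNAs, the C/D box difference moved from -19.9347 to -6.05506 percentage points. The paper reads the profile as one dominated by fragments of the 5S and 16S rRNAs and by C/D box sRNAs.

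**Figure D2:**
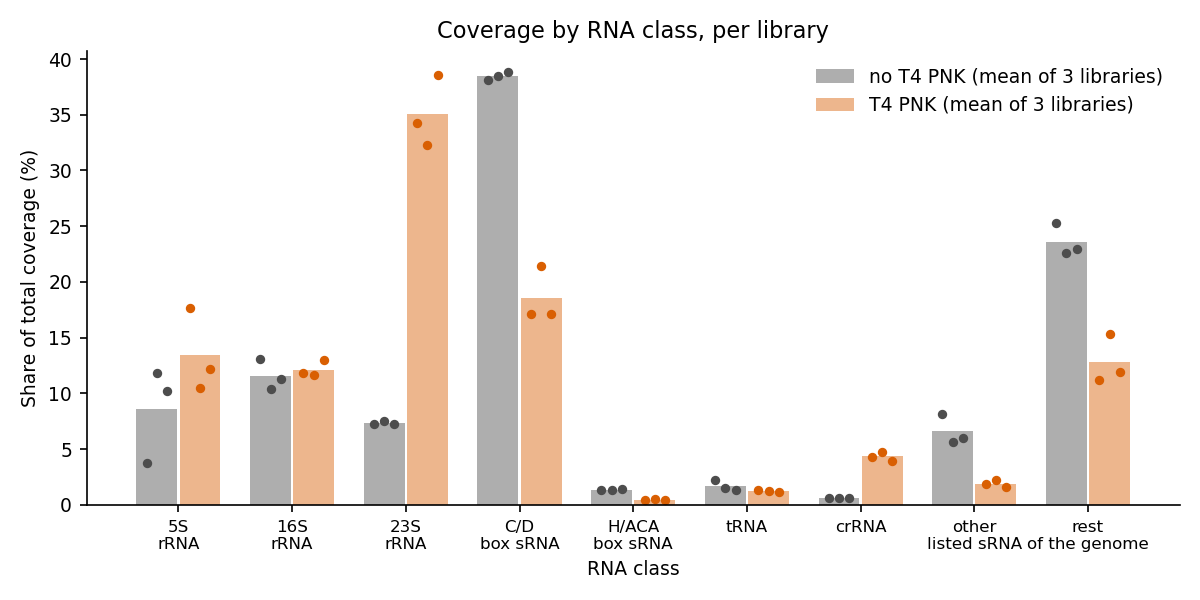
Bars give the mean share of total coverage (%) per RNA class for the 3 libraries with and the 3 without T4 PNK, and points give the single libraries. C/D box sRNAs fall from 38.4861% to 18.5514% and the 23S rRNA rises from 7.34959% to 35.0431%.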

Members of this class of RNA modifying guide RNAs are abundant in *M. kandleri* and will be discussed in detail later in the text. In addition, several potential regulatory sRNAs were identified. 

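The 45 listed RNAs outside the other families were 8 3′ UTR fragments, 6 5′ UTR fragments, 11 antisense RNAs, 5 sense RNAs, 4 mRNA fragments, 9 further sRNAs, the SRP RNA and the RNase P RNA. All 45 had a peak above 500 reads in Sample 1, with a median of 5874 reads and a range from 626 to 198679. In Samples 2 to 6 the number above 500 reads was 44, 44, 42, 42 and 40. Together the 45 RNAs took 6.61877 ± 1.35707% of the coverage without T4 PNK and 1.89967 ± 0.279568% with it (SD, n = 3 libraries each, exact permutation p = 0.1, the smallest possible). By limma, 37 of the 45 were lower with T4 PNK and 0 higher. When the share was taken of the coverage outside the rRNAs, the difference moved from -4.7191 to -4.27046 percentage points.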

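The 39 crRNAs took 0.636951 ± 0.020068% of the total coverage without T4 PNK and 4.3503 ± 0.420425% with it (SD, n = 3 libraries each). The gap of 3.71335 percentage points exceeded the spread between the libraries of either group, with an exact permutation p of 0.1, the smallest that 3 against 3 allow. By limma, 31 of the 39 crRNAs were higher with T4 PNK at an adjusted p under 0.05. The same number of crRNAs was higher in all 9 pairs of libraries. As a share of the coverage outside the rRNAs, the gap widened to 10.2216 percentage points. Sample 5, treated with T4 PNK but without ATP, had a crRNA share of 4.78227%, against 4.32617% in Sample 4 and 3.94246% in Sample 6. T4 PNK adds phosphate to 5′ OH ends only with ATP, so added 5′ phosphate does not account for the gain in this 1 library. The paper attributes the enrichment to mature crRNAs that T4 PNK makes accessible to adapter ligation.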

Finally, mature crRNA were selectively enriched in the RNA samples treated with T4 PNK.

**Figure 1.**
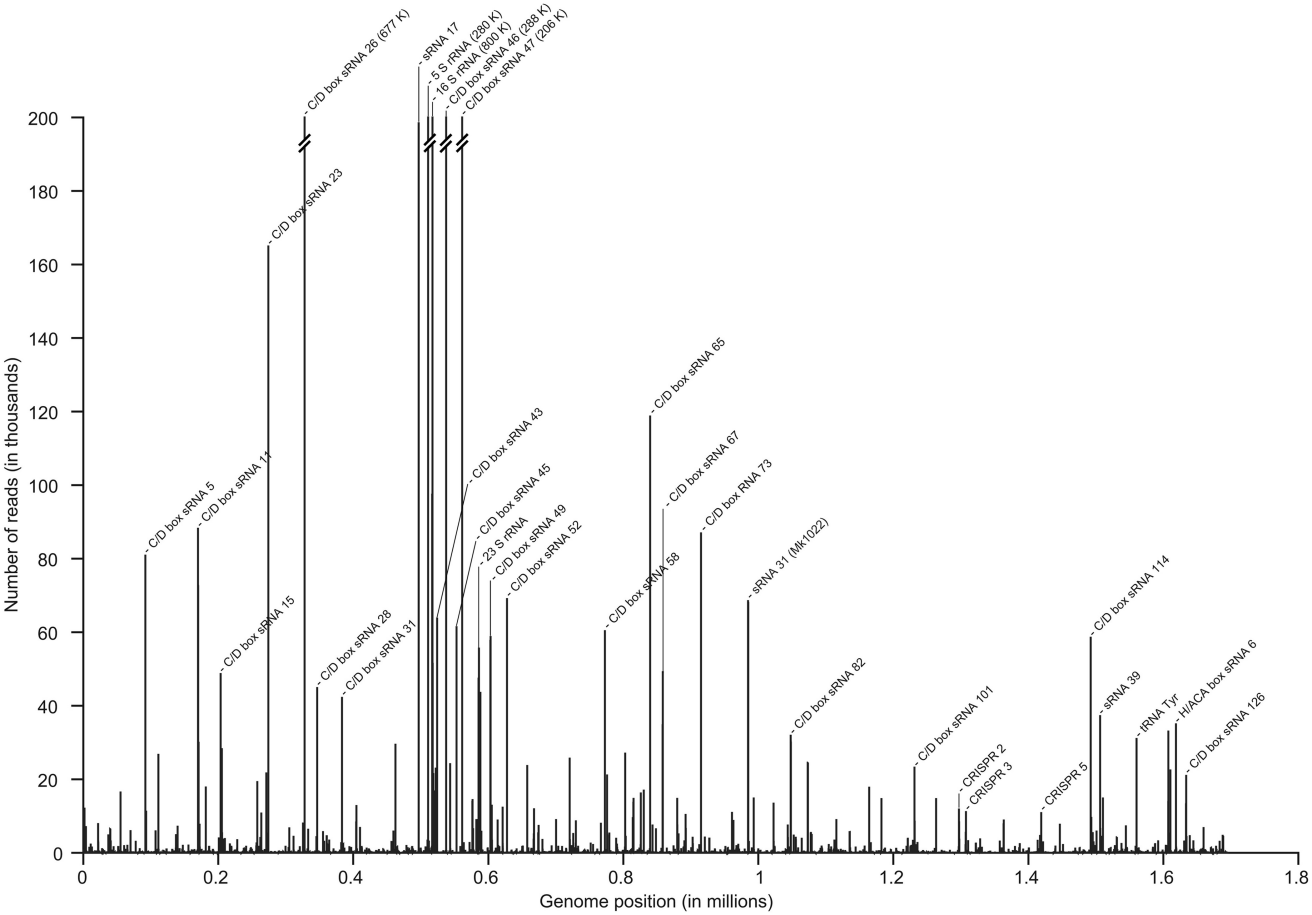
The sRNome of *M. kandleri*. The overview graph illustrates the genome-wide coverage of Illumina HiSeq2000 reads mapped to the *M. kandleri* AV19 genome (Genbank: NC_003551, 1694969 bp). Prominent peaks were analyzed at single-nucleotide resolution, and abundant sRNAs (e.g. C/D box sRNAs) were identified. For peaks that cover over 200 000 reads, the number of reads is given in brackets.

### Abundance of tRNA molecules

Sequence reads that represent tRNAs are highly underrepresented in RNA-Seq studies. In the cell, tRNAs are usually found to represent the most abundant class of RNAs, which correlates with their high demand during protein biosynthesis. 

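Peak coverage of the 35 tRNA genes in Sample 1 ranged from 135 reads for the tRNA for selenocysteine to 31200 for tRNA-Tyr, with a median of 2127 reads. In this library 2 genes peaked under 500 reads and 8 under 1000. The median gene had a peak of 2635.33 ± 464.601 reads in the libraries without T4 PNK and 3325.33 ± 328.202 in those with it (SD, n = 3 libraries each). All tRNA genes together took 1.71175 ± 0.495808% of the coverage without T4 PNK and 1.25096 ± 0.0718173% with it (SD, n = 3, exact permutation p = 0.1, the smallest possible). As a share of the coverage outside the rRNAs, the difference of -0.46079 percentage points changed sign to 0.8615.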

However, tRNA genes are often covered only by a few hundred reads in our RNA-Seq mappings. In addition, these sequence reads often span only a fraction of the tRNA genes. 

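In Sample 1, the median tRNA gene had at least 50% of its peak coverage over 83.1169% of its length, and 5 of the 35 genes had it over less than 50% of their length. The median was 84.1159 ± 0.86516% in the libraries without T4 PNK and 84.4767 ± 1.12835% in those with it (SD, n = 3 libraries each). The lowest value, as a mean of the libraries without T4 PNK, was 22.3368%. For tRNA-Tyr and tRNA-Asp it was 98.7179% in each library. Coverage shows where reads overlap and not how far a single read runs. The paper takes the partial coverage as a sign of trouble for reverse transcription at modified or structured positions.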

It has been noted before that the high level of tRNA modification and the stable secondary and tertiary structure of these molecules poses difficulties for the reverse transcriptase during the cDNA preparation step for RNA-Seq libraries. This is especially true for the tRNAs of *M. kandleri* that have to function at growth temperatures ∼100°C, which is ensured by tRNA stems that nearly exclusively are formed by G-C base pairing and by an exceptionally diverse population of modified nucleosides (21). On the other hand, the obtained fragmented tRNA sequence reads offer insights into the maturation and processing stages as, for example, the insertion of bulky modifications can be pinpointed by reverse transcriptase stalling (22). 

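The tRNA-Tyr gene (1560286 to 1560363) had the highest peak of all tRNA genes in Sample 1, 31200 reads, and the tRNA-Asp gene (657626 to 657703) the next highest, 23842. For tRNA-Tyr the peaks in Samples 2 to 6 were 19817, 21155, 27213, 22971 and 26185 reads. For tRNA-Asp they were 27318, 8448, 8541, 6404 and 6125 reads. Per 1000000 nt of coverage, tRNA-Asp fell with T4 PNK (log2 fold change -1.69726, standard error 0.461126, limma adjusted p = 0.0122646), while the change of tRNA-Tyr (-0.353782, standard error 0.333267, limma adjusted p = 0.377424) was within the spread between libraries. Scaling to coverage outside the rRNAs moved these log2 fold changes to -0.900072 for tRNA-Asp and 0.514977 for tRNA-Tyr.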

The tRNA genes with a significant number of mapped reads are tRNA^Tyr^ (31353 reads) and tRNA^Asp^ (23871 reads). 

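Coverage at the base before +1, as a percentage of the peak in the gene, measures how much of the signal carries the leader. It was 86.8401 ± 4.59961% for tRNA-Tyr and 83.8537 ± 15.3933% for tRNA-Asp without T4 PNK (SD, n = 3 libraries), and 74.004 ± 1.86861% and 74.5544 ± 2.1849% with it (SD, n = 3). In Sample 1 it was 91.3397% and 90.4328%. The median over the 35 tRNA genes was 24.5312% for the mean of the libraries without T4 PNK, and 8 genes exceeded 50%. The listed leaders are GAGGGGTGCGGGA for tRNA-Tyr and GGAGGGATGAGA for tRNA-Asp. Averaged over the whole leader in place of its last base, the value for tRNA-Tyr dropped to 73.6025%, and divided by the coverage at +1 in place of the peak, that for tRNA-Asp rose to 99.4614%. The paper reasons that these precursors most likely lack modifications that could block reverse transcription.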

Interestingly, in both cases, the majority of the reads represent tRNA precursors that still contain a 5′ leader sequence (5′-GAGGGGTGCGGGA-3′ for tRNA^Tyr^ and 5′-GGAGGGATGAGA-3′ for tRNA^Asp^). These precursors most likely do not contain modifications that could block reverse transcription. The tRNA^Tyr^ species is the only tRNA that is required to start with a C as the first base to ensure proper aminoacylation by the archaeal tyrosyl-tRNA synthetase (23). As transcription initiation prefers purine residues, RNase P activity is required to mature the 5′ end of functional tRNA^Tyr^. Most *M. kandleri* tRNAs contain short 5′-terminal leader sequences that contain multiple G residues commonly found at archaeal transcription initiation sites (Supplementary Table S1). 

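The table lists a 5′ leader for 33 of the 35 tRNA genes. The leaders are 5 to 42 nt long with a median of 9 nt, 27 of them begin with G and all 33 contain at least 3 G residues. Leader coverage at the base before +1 was 24.2468 ± 1.13546% of the peak for the median gene without T4 PNK and 11.7537 ± 0.861015% with it (SD, n = 3 libraries each). With the mean over the listed leader in place of its last base, the median of the gene means moved from 24.5312% to 18.2991%.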

Three tRNA genes displayed problematic annotations. 

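At the tRNA-Leu gene with anticodon TAG, listed from 674559 to 674642, the sequence in the table places +1 at 674645. The single-position rise in coverage at that +1 was 28.9769 ± 5.40171% of the peak without T4 PNK and 25.7383 ± 5.18109% with it (SD, n = 3 libraries each), while the median tRNA gene rose by 2.55377 ± 1.10592% without T4 PNK. For the tRNA-Glu genes, which both carry the anticodon TTC, mean coverage of the listed intron was 145.75 ± 16.9395% of the exon 5′ of it at 1413744 to 1413873 and 140.279 ± 67.7716% at 1659600 to 1659729 (SD, n = 3). Only the canonical introns have listed boundaries, so coverage of the D-loop introns was not measured separately. The stretch taken as the 5′ exon of the tRNA-Glu genes therefore also holds the D-loop intron. Dividing by the 3′ exon instead moved the median of the 8 tRNA genes with introns from 137.469% to 172.142%.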

A tRNA^Leu^ isoacceptor lacked three 5′-terminal residues, and the two tRNA^Glu^ isoacceptors display an unusual second intron in the tRNAs’ D-loop, which was previously predicted to be recognized by the splicing endonuclease (24). 

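Coverage at the base before +1 of the tRNA-His gene (864460 to 864537), whose listed leader is GGGAGCA, was 17.6101 ± 2.30545% of the peak without T4 PNK and 5.69894 ± 0.788852% with it (SD, n = 3 libraries each). The peak in Sample 1 was 1434 reads. Coverage cannot separate a genome-encoded base at this position from one added after transcription, since only the number of reads per position is given.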

No sequence reads for tRNA^His^ species were observed that contain a G-1 residue. This hallmark of tRNA^His^ species is posttranscriptionally added by a special enzyme, the tRNA^His^ guanylyltransferase, which is also present in *M. kandleri*. It is possible that this reaction happens late during tRNA^His^ maturation after the incorporation of modifications that abolishes reverse transcription efficiency or that the G-1 is further modified in a fashion that prevents 5′-terminal adapter ligation.

### Maturation of tRNA molecules

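In the coverage of the 35 tRNA genes, signal before +1 marks 5′ leaders and signal after the last base marks 3′ trailers. Signal in the intron was read as that of unspliced precursors. Coverage cannot tell these from excised introns or from reads of the other strand. Edited and unedited bases at position 8 cannot be told apart, because the files give the number of reads per position and not their bases. The same holds for features that occur together on 1 read.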

Reads that mapped to the regions of tRNA genes were used to distinguish between different stages of tRNA processing. The following different tRNA maturation intermediates were identified: (i) tRNAs with 5′-terminal leader sequences, (ii) tRNA with intronic sequences, (iii) tRNAs with C8 to U8 editing by CDAT8 and (iv) tRNA fragments (possibly caused by bulky modifications). The first three intermediates can be inferred from sequencing reads at single nucleotide resolution that were mapped to the tRNA genes in the reference genome or tRNA genes in a modified reference genome that contained the C8–T8 exchange. The different precursors were quantified (Supplementary Table S1). The occurrence of different tRNA maturation intermediates that did or did not contain features of other intermediates allowed for the generation of an order of tRNA processing events. Here, the C8–U8 editing serves as an ideal marker for one clearly distinguishable modification event. Ninety-nine percent of all tRNAs that contained the edited mature U8 base were identified by reads that started with the +1 base (Supplementary Table S1 and Figure 2). 

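The table lists 30 tRNA genes with C and 4 with T at position 8, leaving the selenocysteine tRNA aside. Leader coverage, as a mean of the libraries without T4 PNK, was 66.444 ± 23.183% of the peak (SD over n = 4 genes) for the genes with T and 26.8498 ± 22.7859% (SD over n = 30 genes) for those with C. The difference of 39.5942 percentage points had an exact permutation p of 0.00450664 over 46376 regroupings of the genes, which are not independent replicates. The genes with T also have longer leaders, with a median of 33.5 nt against 8 nt. Among genes with leaders of at least 20 nt the means were 77.2147% (n = 3) and 39.4124% (n = 3), with an exact permutation p = 0.1, the smallest possible. Over all genes, dividing by the coverage at +1 in place of the peak moved the median leader value from 24.5312% to 88.8289%. The paper reasons from the leader-containing reads that RNase P acts before the editing of C8.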

Only tRNA precursors that still contain C8 or the four tRNAs that naturally have the U8 base are commonly found with 5′-terminal leader sequences. Thus, it can be deduced that 5′ tRNA processing by RNase P precedes tRNA editing. In contrast, 89% of sequence reads for tRNAs with introns still contain this intron and also exhibit the C8–U8 exchange. 

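The 8 tRNA genes with listed introns had intron coverage between 91.8966% (tRNA-Pro with anticodon GGG) and 322.05% (tRNA-Trp) of the exon 5′ of it, as means of the libraries without T4 PNK. For tRNA-Phe (1639080 to 1639188) the value was 121.477 ± 17.8855% without T4 PNK and 108.036 ± 6.30919% with it (SD, n = 3 libraries each). For tRNA-Trp it was 322.05 ± 172.208% and 407.482 ± 13.6743%. All 8 genes exceeded 50%. The median over the 8 genes was 137.469% for the means without T4 PNK. Its largest shift was to 172.142%, when coverage was divided by the 3′ exon, and for tRNA-Phe the same change gave 303.991%. Editing at position 8 was not measured on these reads. The paper reads the persistence of introns on edited tRNAs as evidence that splicing comes late.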

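Inside the tRNA genes with introns, the largest single-position fall in coverage was 15.8108 ± 3.7518% of the peak for tRNA-Phe, 19.8932 ± 13.0477% for tRNA-Trp and 55.9577 ± 15.0135% for the tRNA-Met gene at 382053 to 382165 without T4 PNK (SD, n = 3 libraries each). With T4 PNK these falls were 14.304 ± 2.47661%, 15.7633 ± 0.891325% and 42.1927 ± 3.41532%. In Sample 1 they lay at base 67, 111 and 107 of the genes. For tRNA-Phe and tRNA-Trp these bases are inside the intron, and for tRNA-Met the base is in the 3′ exon. For tRNA-Phe the position varied, with a mean of base 87.6667 ± 20.502 without T4 PNK and 94.3333 ± 23.6714 with it (SD, n = 3 libraries each). For tRNA-Trp it was 108.333 ± 2.3094 and 140.667 ± 21.362, while for tRNA-Met it was base 107 in every library. A fall marks the ends of reads, and without base counts neither editing nor modification of the same reads could be read. Inside an intron, a fall may also come from excised introns, which coverage cannot tell from precursors. The paper takes premature ends as positions of presumed modifications that are inserted before the editing of C8.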

In addition, these tRNAs often terminate prematurely at positions with presumed modifications (Supplementary Table S1 and Figure 2). This indicates that certain modifications are inserted into the tRNA molecule before CDAT8 activity, and that the removal of tRNA introns occurs at the later stages of tRNA maturation. In addition, the two tRNA^Glu^ isoacceptors are represented by reads with C8 to U8 editing (114 and 294 reads, respectively) that still contain the unusual intron in the D-loop of the tRNA. This indicates that, although CDAT8 requires a matured acceptor stem, it tolerates disruption and insertion of structured sequences in the D-loop and the anticodon-loop. This observation is in agreement with a model of CDAT8 interaction with the T-stem/loop and acceptor-stem portion of 30 different tRNA substrates (8). Removal of the D-loop intron appears to trail the removal of the canonical intron. 

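Coverage on either side of the tRNA genes was compared to follow this order. In the libraries without T4 PNK, coverage at 5 nt after the last base was 3.60668 ± 1.51051% of the peak for the median gene (SD, n = 3 libraries), and at the base before +1 it was 24.2468 ± 1.13546%. Leader coverage exceeded trailer coverage in 32 of the 35 genes, but the positions lie at different distances from the gene, which favours leaders. With both read at the same distance, a setting chosen after seeing the data, it did so in 22 genes at 1 nt and in 30 genes at 5 nt. In the libraries with T4 PNK, it did so in 18 genes at 1 nt and in 26 genes at 5 nt. Intron coverage of the 8 genes with introns, scaled differently and so not to be ranked with the flanks, had a median of 131.1 ± 12.7531% of the 5′ exon (SD, n = 3). With T4 PNK the medians were 2.47733 ± 0.536319% for trailers, 11.7537 ± 0.861015% for leaders and 118.597 ± 5.60979% for introns. At equal distances with T4 PNK, the trailer median at 1 nt was 10.8784 ± 2.10069%, and the leader median at 5 nt was 10.2517 ± 0.0859099%. With the minimum over the intron in place of its mean, the median of the gene means fell from 137.469% to 123.351%. The step of editing could not be placed, since no bases are given. From reads that combine these features, the paper concludes that 3′ ends are processed before 5′ ends and that introns are removed last.

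**Figure D3:**
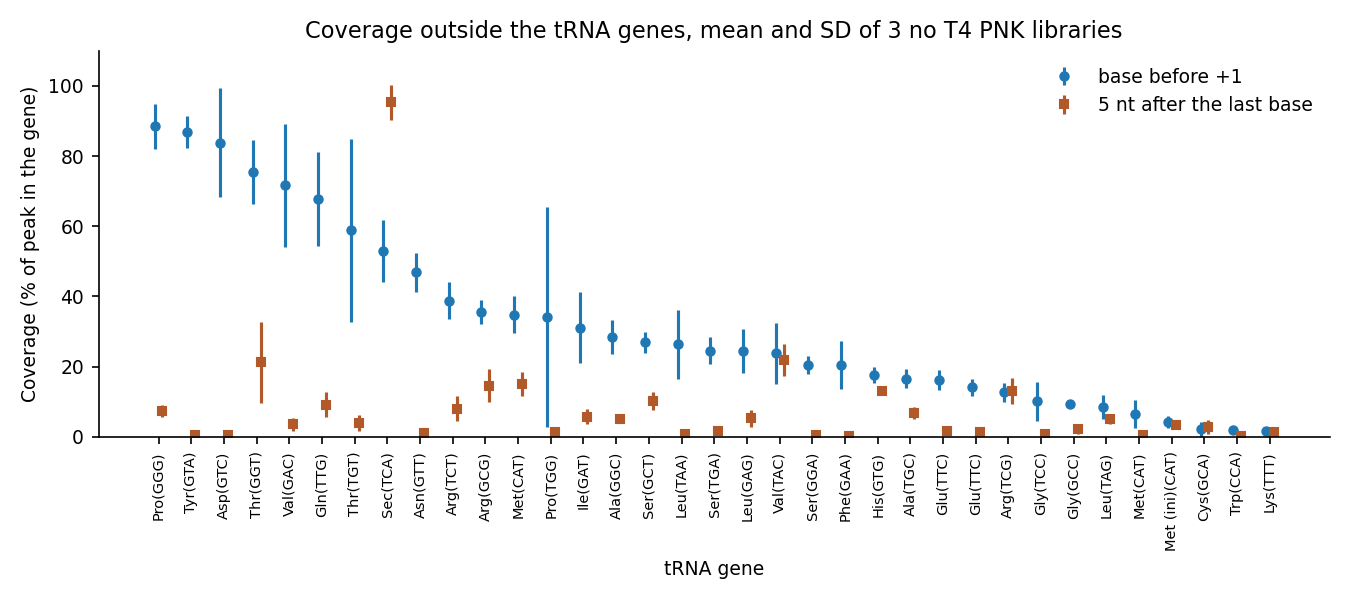
Points give coverage (% of the peak in the gene) at the base before +1 and at 5 nt after the last base for each of the 35 tRNA genes, as mean and SD of the 3 libraries without T4 PNK. The value before +1 is the larger in 32 genes, with tRNA-Tyr at 86.8401% and tRNA-Asp at 83.8537%.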

In conclusion, the order of observed tRNA processing events is as follows: (i) 3′ processing, (ii) 5′ processing, (iii) modifications, C-to-U editing, (iv) intron removal (Figure 3).

**Figure 2.**
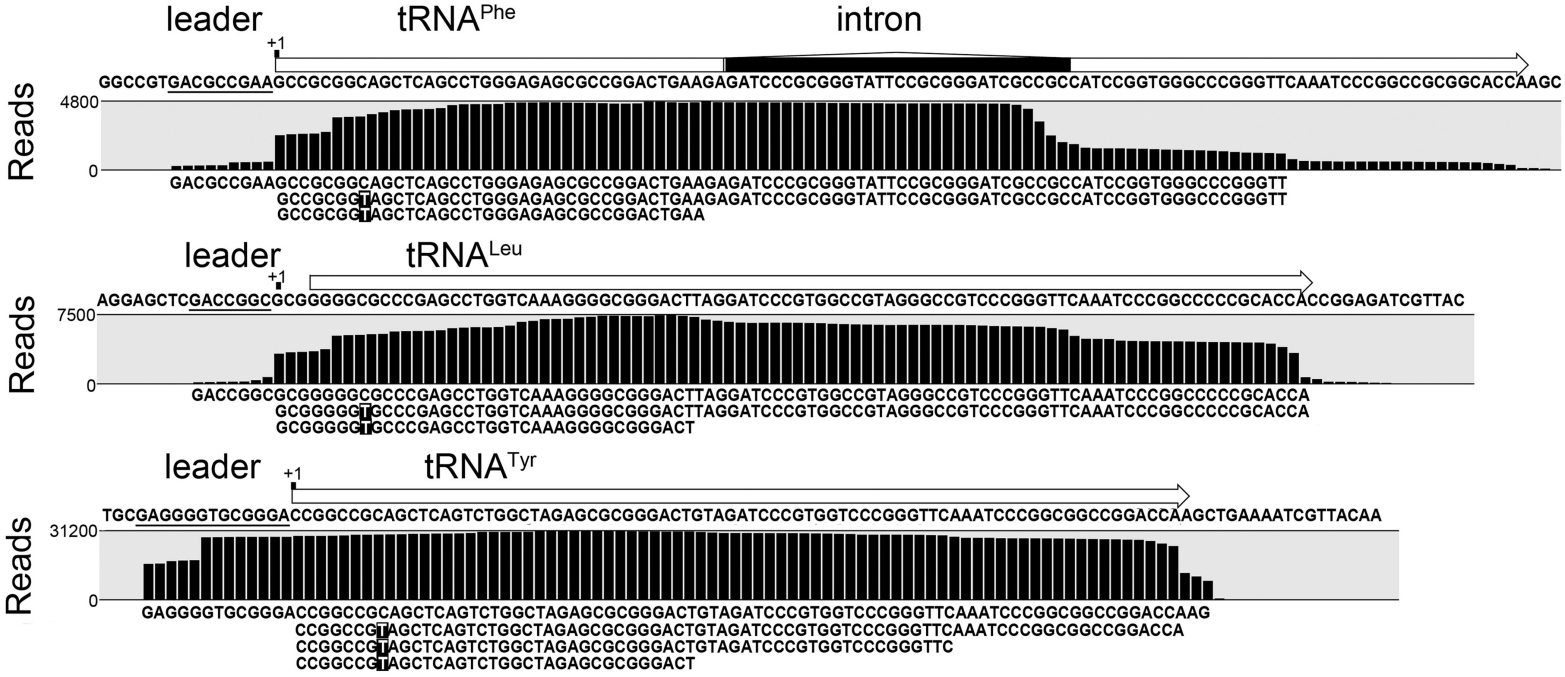
Detection of tRNA processing events. Indicated is the coverage of Illumina Hiseq2000 reads at single nucleotide resolution for three exemplary tRNA genes. The Genbank annotation of the three tRNA genes and an intronic sequence is depicted above the coverage graphs and the identified mature 5′ termini are indicated by ‘+1’. The 5′ end of tRNA^Leu^ was misannotated. Representative reads that allow the determination of the tRNA precursor processing state are given below the coverage graphs: (i) tRNAs with 5′-terminal leader sequences before RNase P processing, (ii) tRNA precursors with intronic sequences, (iii) tRNAs with C8-to-U8 editing (highlighted in black) and (iv) shortened tRNA reads that suggest the presence of tRNA modifications.

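At the tRNA-Phe gene (1639080 to 1639188) the peak in Sample 1 was 4817 reads and the rise at +1 was 23.8874 ± 12.5484% of the peak without T4 PNK (SD, n = 3 libraries). Its coverage per 1000000 nt did not change detectably with T4 PNK (log2 fold change -0.261855, limma adjusted p = 0.338552). At the tRNA-Leu gene with anticodon TAG the peak in Sample 1 was 7560 reads, and the change with T4 PNK was also within the spread between libraries (-0.481981, limma adjusted p = 0.165963). Under scaling to coverage outside the rRNAs, these log2 fold changes became 0.541549 and 0.325089.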

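In coverage, the 5′ end of this tRNA-Leu lies 3 positions outside the annotated gene: the step up at 674645 was 28.9769 ± 5.40171% of the peak without T4 PNK (SD, n = 3 libraries), and coverage at the base before it was 8.51652 ± 3.30587% of the peak.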

**Figure 3.**
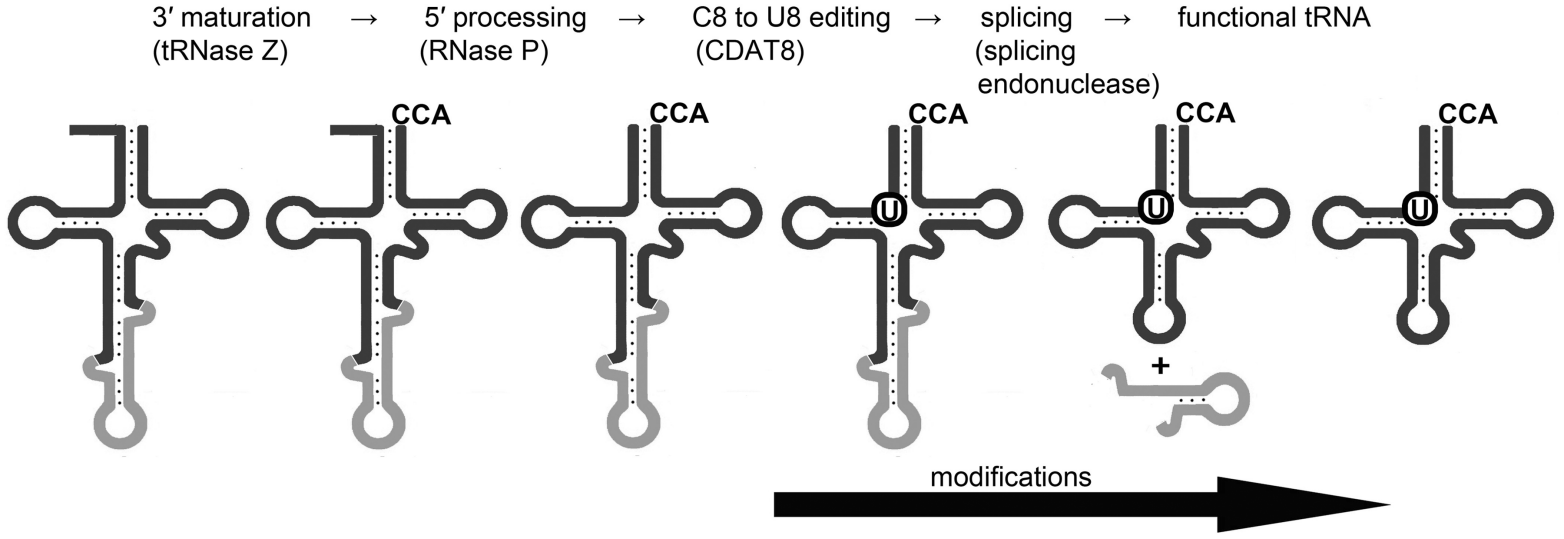
Deduced order of tRNA processing events. Sequencing reads that represent different tRNA processing states were quantified (Supplementary Table S1) and indicate the presented order of tRNA processing events.

### Identification of C/D box and H/ACA box sRNAs

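In the libraries without T4 PNK, 38.4861 ± 0.332007% of the total coverage lay on the 126 C/D box sRNAs, more than on the 3 rRNAs together (27.5637 ± 2.99122%). With T4 PNK the shares were 18.5514 ± 2.49004% and 60.6415 ± 5.38827% (SD, n = 3 libraries each). The exact permutation p of the change in the C/D box share was 0.1, the smallest that 3 against 3 allow. Taken as a share of the coverage outside the rRNAs, its difference moved from -19.9347 to -6.05506 percentage points.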

Most sequencing reads were obtained for C/D box sRNAs. These 55–97 nt small RNA molecules use a guide sequence located between the conserved C and D box RNA motifs to target RNA (most commonly rRNAs) for 2′-*O*-methylation (25). A different and less abundant class of guide RNAs, the H/ACA box sRNAs direct RNA pseudouridylation. 

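The 6 H/ACA box sRNAs took 1.36788 ± 0.0578423% of the coverage without T4 PNK and 0.477835 ± 0.0644196% with it (SD, n = 3 libraries each, exact permutation p = 0.1, the smallest possible). Their peaks in Sample 1 ran from 3285 to 35217 reads with a median of 12826. H/ACA box sRNA 6 (1618746 to 1618929), the highest, fell from 85.0353 ± 15.094 to 11.0884 ± 1.21886 reads per 1000000 nt (log2 fold change -2.82136, standard error 0.195672, limma adjusted p = 1.52518e-05). Outside the rRNAs, the difference in share was -0.67505 instead of -0.890047 percentage points.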

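In Sample 1, 122 of the 126 C/D box sRNAs and all 6 H/ACA box sRNAs had a peak above 500 reads. In Samples 2, 3, 5 and 6 all 126 C/D box sRNAs did, and in Sample 4 124. Over all 216 listed sRNAs the number above 500 reads was 200 in Sample 1, and it moved most, to 180, when 1000 reads were required.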

A total of 126 C/D box sRNAs and 6 H/ACA box sRNAs were found in *M. kandleri* (Supplementary Table S1). 

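The C/D box sRNAs are 55 to 97 nt long. Their peaks in Sample 1 spanned a factor of 1496.99, with the middle 50% between 2423.25 and 17729 reads. The corresponding factor was 2129.53 in Sample 2, 1765.97 in Sample 3, 597.025 in Sample 4, 579.958 in Sample 5 and 516.341 in Sample 6 (no replicates of any pre-treatment). By limma, 76 of the 126 changed with T4 PNK, 58 lower and 18 higher. These 58 include C/D box sRNAs 24 and 25, which overlap and share 1 peak. Of the 24 named in Figures 1 and 4, 15 were lower and 2 higher, with log2 fold changes from -2.82634 to 0.994796. These counts depend on the scaling. With scaling to coverage outside the rRNAs, 46 of all 254 RNAs were lower, so the 58 cannot hold. C/D box sRNAs 16, 67 and 73, counted as lower among the 24, then changed sign.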

The abundance of individual C/D box sRNAs was found to be highly variable in the cell, despite conserved length, structure and functions. Some C/D box sRNAs were covered by few hundred reads, whereas others were among the most abundant sRNA molecules in the cell covered by hundred thousands of sequencing reads (Figure 1 and Supplementary Table S1). 

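In Sample 1 the lowest peak was that of C/D box sRNA 84 with 452 reads, the median was 6342 and the highest was that of C/D box sRNA 26 with 676641. Of the 126, 11 peaked under 1000 reads and 5 above 100000. C/D box sRNA 26 (327758 to 327831) had 1422.33 ± 126.675 reads per 1000000 nt without T4 PNK and 314.386 ± 87.5042 with it (SD, n = 3 libraries each), a log2 fold change of -2.20464 (standard error 0.267793, limma adjusted p = 0.000239365). Averaged over the libraries with T4 PNK in place of Sample 1, the highest peak was 290787.3 reads. When the mean over the RNA replaced its peak, the lowest value was 90.5634 reads. The paper concludes from this range that the abundance of C/D box sRNAs varies widely in the cell.

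**Figure D4:**
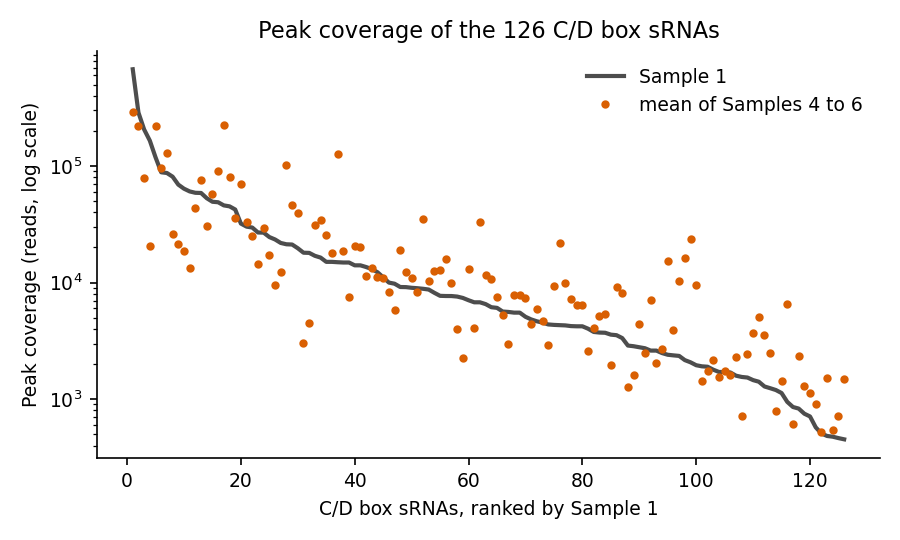
The line gives the peak coverage (reads, log scale) of the 126 C/D box sRNAs in Sample 1, ranked from highest to lowest, and points give the mean of Samples 4 to 6 for the same RNA. Sample 1 runs from 676641 to 452 reads.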

We identified sequence coverage and manually annotated termini and potential C and D boxes for all detected C/D box sRNAs (Supplementary Table S1). Computational analyses using the algorithm ‘snoscan’ (17) identified 97 potential C/D box sRNAs of which 79 were verified experimentally and 17 potential C/D box sRNAs that were classified as ‘questionable’ of which only two were verified. Forty-five C/D box sRNAs were not predicted computationally. All predictions of C/D box sRNAs within protein-coding genes were found to be erroneous. Potential targets for the guide sequence of these small RNAs were computationally predicted (Supplementary Table S1). These targets include not only rRNAs but also tRNAs and other non-coding RNAs. Interestingly, the target with the overall best score is the 5′ leader region of a newly identified H/ACA box sRNA (Supplementary Table S1 and Supplementary Figure S1), which suggests potential cooperative activity of guide RNAs required for different RNA modifications. We observed the highest number of sequence reads that map to a protein-coding gene for the gene MK0859 coding for GAR1, a member of the H/ACA small ribonucleoprotein complex. 

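Without an annotation, genes could not be ranked over the genome, and only the 4 mRNA fragments listed in Supplementary Table S1 were compared. The fragment of MK0859 (814995 to 815297) had a peak of 14942 reads in Sample 1 and ranked at 3 of these 4. The fragments at 496767 to 496952 and at 984900 to 984995 (MK1022) had 198679 and 68720 reads, and that at 667227 to 667625 had 5290. In Samples 2 to 6 the peak of MK0859 was 20752, 18125, 8980, 9796 and 8064 reads, with a rank of 3 in Samples 2 to 4 and of 2 in Samples 5 and 6. Its coverage fell from 26.4322 ± 3.15334 to 9.61989 ± 1.63877 reads per 1000000 nt with T4 PNK (SD, n = 3 libraries each, log2 fold change -1.37414, standard error 0.1893, limma adjusted p = 0.000460586). The mean over the listed fragment in place of its peak was 5666.73 reads in Sample 1. The paper relates the high number of reads to a stable hairpin that might influence the stability of the mRNA.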

Analysis of the GAR1 mRNA sequence revealed a highly stable 3′-terminal hairpin structure with 10 consecutive G-C base pairs within the open reading frame that might influence mRNA stability (Supplementary Figure S2).

Permuted sequencing reads indicated that most C/D box sRNA exist as circular RNA molecules in the cell. In some cases, the circularized form was found to be more common than the linear RNA molecule (Supplementary Table S1). Circular RNA molecules require internal cleavage to facilitate adapter ligation to the permuted RNA, which suggests that such circular molecules are likely underrepresented in RNA-Seq studies. To verify that circularization is not an artifact occurring during RNA library preparation, we performed inverse reverse transcriptase-polymerase chain reaction (RT-PCR) amplification with selected C/D box sRNA candidates. The amplification products were sequenced and confirmed the presence of the circularization sites (Figure 4).

**Figure 4.**
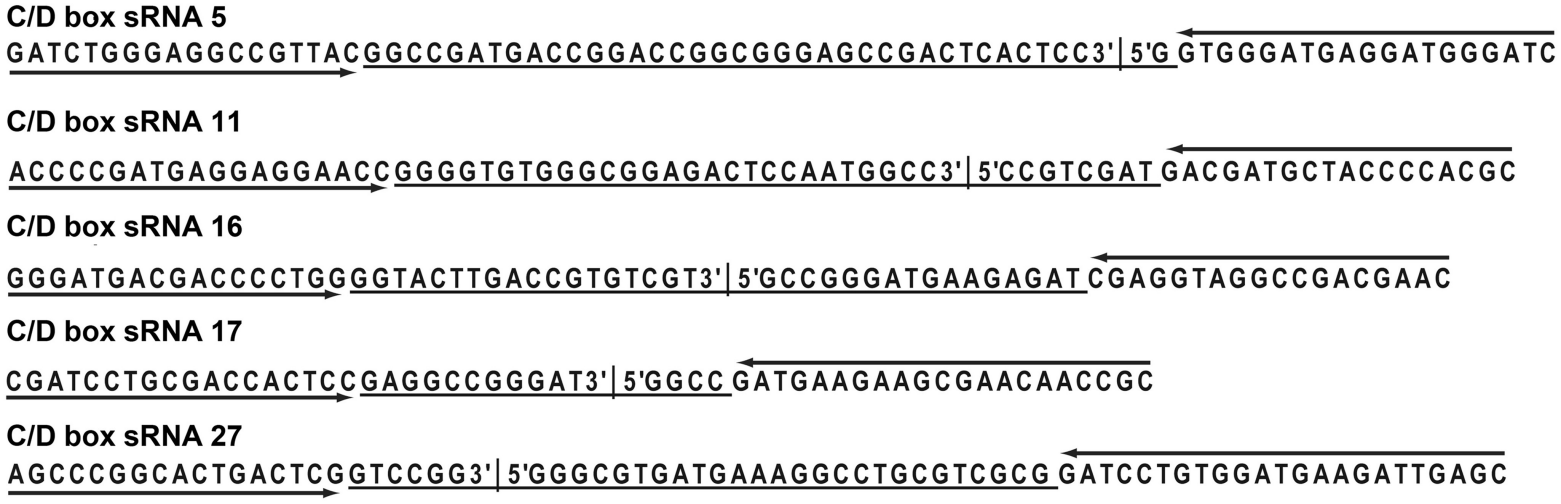
Inverse RT-PCR verifies circular C/D box sRNA formation. One hundred and twenty-six C/D box sRNAs were identified and permuted sequencing reads suggested circular RNA molecules (Supplementary Table S1). Selected circular C/D box sRNA molecules were amplified by inverse RT-PCR with outward facing primers (arrows) and amplificates were sequenced. Sequencing information between primer sequences is underlined and circularization junctions are marked.

### crRNAs

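The listed crRNAs and the transcription starts place the clusters at 1111462 to 1112592 (cluster 1, 11 crRNAs), 1297000 to 1297688 (cluster 2, 6 crRNAs), 1306843 to 1307683 (cluster 3, 8 crRNAs), 1328402 to 1328742 (cluster 4, 3 crRNAs) and 1362432 to 1363525 (cluster 5, 11 crRNAs). Cluster 3 lies on the plus strand and the others on the minus strand.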

The genome of *M. kandleri* harbors five CRISPR clusters. The characteristic CRISPR repeat sequences are interspaced by sequences that can be derived from viral DNA (so-called spacers) and are relics of viral infections. Our RNA-Seq analyses revealed that all five CRISPR clusters are active, i.e. they are transcribed and processed into small crRNAs that have the potential to mediate immunity against viruses that are recognized via base complementarity between viral DNA and crRNA spacer sequence. 

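Every cluster was covered in both groups of libraries. With T4 PNK the share of total coverage rose from 0.107456 ± 0.00166822% to 0.351761 ± 0.0151204% in cluster 1, from 0.494529 ± 0.0226813% to 1.98639 ± 0.355373% in cluster 2, from 0.289726 ± 0.0287804% to 1.88456 ± 0.167851% in cluster 3, from 0.0700561 ± 0.00248964% to 0.34471 ± 0.0280075% in cluster 4 and from 0.0772264 ± 0.0212408% to 0.354627 ± 0.0324688% in cluster 5 (SD, n = 3 libraries each). The whole clusters together gained 3.88305 percentage points, against 3.71335 for the listed crRNAs alone. The paper concludes from such coverage that all clusters are transcribed and processed.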

Based on the presence of different sets of CRISPR-associated (Cas) genes and different repeat sequences and structures, CRISPR/Cas subtypes have been classified (26). *Methanopyrus kandleri* contains two sets of Cas proteins that belong to subtype III-A and III-B, respectively, and an Argonaute gene located between genes encoding Cas1 and Cas2. Mature crRNAs of other CRISPR subtypes were shown to harbor 5′- hydroxyl- and potential 2′, 3′- cyclic phosphate ends (27). These termini are incompatible with the adaptor ligation needed for RNA sequencing. To produce suitable ends for RNA sequencing of mature crRNAs and to identify whether these termini are present in *M. kandleri* crRNAs, a set of three RNA preparations was treated with T4 PNK. This enzyme adds 5′ phosphates and removes potential 3′ phosphate groups from mature crRNAs before library preparation and RNA-Seq. It is evident that T4 PNK treatment is required for the detection of all crRNAs of the five CRISPR clusters in *M. kandleri* (Figure 5A–E and Supplementary Table S1). 

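Above 500 reads were 27 of the 39 crRNAs in Sample 1, 28 in Sample 2, 27 in Sample 3 and 38 in each of Samples 4 to 6. The median crRNA peak was 773, 1387 and 1160 reads in Samples 1 to 3 and 6371, 6380 and 5204 reads in Samples 4 to 6. Scaled to depth, 31 crRNAs were higher in all 9 pairs of libraries: 7 of 11 in cluster 1, 4 of 6 in cluster 2, 7 of 8 in cluster 3, all 3 in cluster 4 and 10 of 11 in cluster 5. The highest crRNA of each cluster rose from 2.96638 ± 0.280794 to 17.7778 ± 0.713933 reads per 1000000 nt in cluster 1 (crRNA 2), from 19.2592 ± 1.9697 to 176.866 ± 42.6293 in cluster 2 (crRNA 2), from 3.76209 ± 0.43018 to 106.059 ± 18.4951 in cluster 3 (crRNA 7), from 2.63394 ± 0.427607 to 44.9265 ± 4.56443 in cluster 4 (crRNA 1) and from 0.990516 ± 0.0589984 to 19.9553 ± 1.47148 in cluster 5 (crRNA 2; SD, n = 3 libraries each). The lowest crRNAs of clusters 1, 3 and 5 (crRNAs 5, 8 and 10) did not change detectably, with log2 fold changes of -0.0658666, -0.0511355 and 0.0160433 and limma adjusted p of 0.720128, 0.908074 and 0.880492. In cluster 2, crRNA 6 (log2 fold change -1.70117) and crRNA 5 (-0.954164) were lower with T4 PNK. In the fits by limma, the number of crRNAs that were higher moved most, from 31 to 36, with scaling to coverage outside the rRNAs. The paper concludes that detection of the crRNAs requires T4 PNK.

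**Figure D5:**
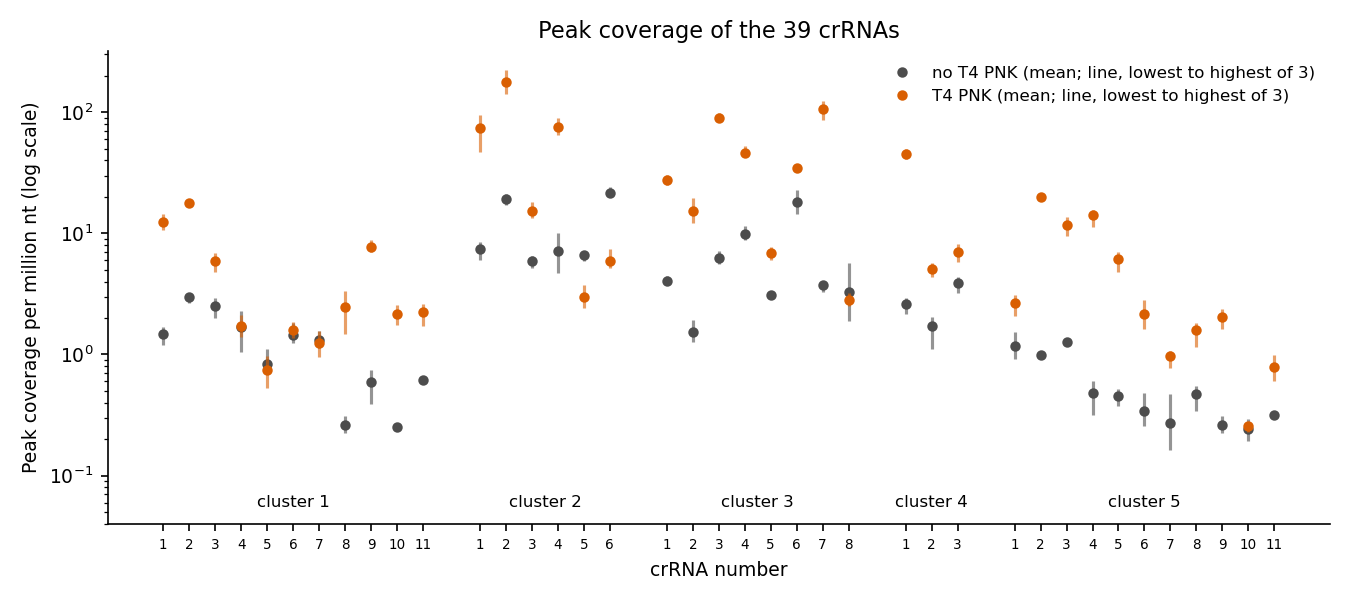
Peak coverage per 1000000 nt (log scale) of the 39 crRNAs, numbered within clusters 1 to 5, with the mean as a point and the range of the 3 libraries as a line. With T4 PNK 31 crRNAs lie above every library without it, and the highest, crRNA 2 of cluster 2, reaches 176.866.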

Most of the sequenced crRNAs harbor an 8 nt 5′ tag derived from cleavage within the repeat sequence, whereas the 3′ ends are gradually degraded and did not show a distinct cleavage site (Figure 5F). 

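On the summed T4 PNK libraries, the largest step up within 15 nt of the listed 5′ end lay at a median of 5 nt from it (SD 7.20155, range -15 to 14, over 39 crRNAs), with listed positions mostly rounded. Within 30 nt, the step was at the same position in all 3 libraries for 37 of the 39. Of the listed sequences, 37 open with the 8 nt tag. For 11 neighbouring crRNAs whose listed sequence reaches the next repeat, the distance between their steps could be compared with the length of repeat and spacer, and in 7 of them it was identical. The largest single-position rise at the 5′ end had a median of 50.4919% of the peak (SD 14.7524), and the largest single-position fall at the 3′ end 9.15186% (SD 5.87831). The rise was the larger in 36 of the 39 crRNAs. The mean difference of 34.9831 percentage points had a sign-flip permutation p of 1e-05, the smallest that the resamples can give, across crRNAs that are not independent replicates. Summed over 3 positions in place of 1, the difference narrowed to 25.5539. The paper states that most crRNAs carry an 8 nt 5′ tag made by cleavage within the repeat. It describes the 3′ ends as gradually degraded, without a distinct cleavage site.

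**Figure D6:**
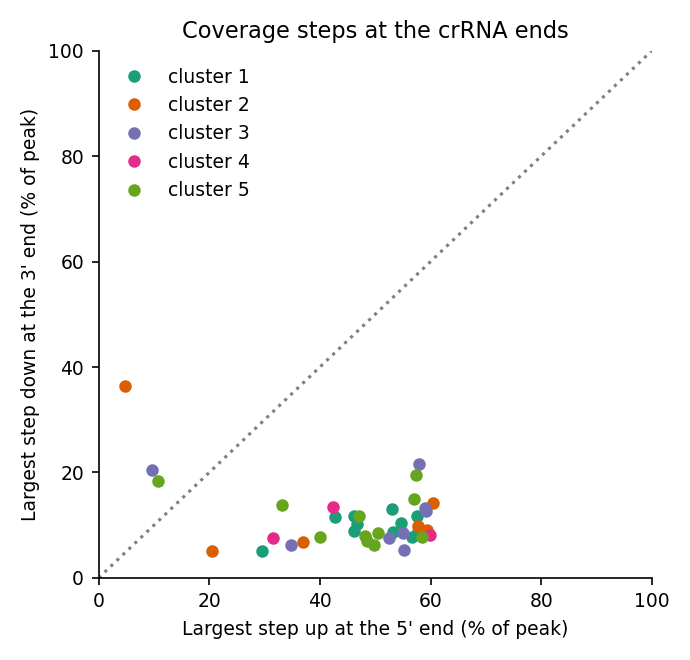
For each of the 39 crRNAs the largest single-position step up at the 5′ end (x axis, % of peak) is plotted against the largest step down at the 3′ end (y axis, % of peak) on the summed T4 PNK libraries, with the dotted line marking equal steps. All but 3 points lie below the line, with medians of 50.4919% and 9.15186%.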

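The last listed crRNA of cluster 4 is crRNA 3 (1328430 to 1328493), with peaks of 1589, 3581 and 3051 reads in Samples 1 to 3 and 5638, 7056 and 7084 in Samples 4 to 6. It rose from 3.86538 ± 0.608328 to 7.07583 ± 1.20765 reads per 1000000 nt (SD, n = 3 libraries each, log2 fold change 0.727845, standard error 0.191296, limma adjusted p = 0.0106824). The last of cluster 5 is crRNA 11 (1362460 to 1362516), with 169, 261 and 222 reads in Samples 1 to 3 and 589, 846 and 744 in Samples 4 to 6. Its coverage went from 0.317148 ± 0.0227312 to 0.782808 ± 0.190514 reads per 1000000 nt (SD, n = 3, log2 fold change 0.431436, standard error 0.104592, limma adjusted p = 0.00731586). Scaling to coverage outside the rRNAs moved the log2 fold change of the former most, to 1.5845, and a pseudocount of 0.1 that of the latter, to 1.06074. The paper concludes that both crRNAs are processed although the repeats at the 3′ end have degenerated.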

Our sequencing data revealed two crRNAs at the end of CRISPR cluster 4 and CRISPR cluster 5, respectively, which are not listed in the CRISPR database (18). These crRNAs are processed, even though the 3′-terminal repeat sequences show degeneration with several mutations. 

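Between 30 and 130 nt upstream of the first repeat, the summed libraries without T4 PNK had their largest step up at 1112592 in cluster 1 (5835 reads), 1297688 in cluster 2 (7991), 1306843 in cluster 3 (3447), 1328742 in cluster 4 (3528) and 1363525 in cluster 5 (6634). Scaled to 1000000 nt, the step in Samples 1 to 3 was between 0.620983 and 5.08423 reads, and in Samples 4 to 6 between 0.198114 and 1.56305. In each cluster every library without T4 PNK had a larger step than every library with it. The listed crRNAs were covered without T4 PNK too, with 0.636951 ± 0.020068% of the total coverage (SD, n = 3 libraries) and a median peak of 773 reads in Sample 1. With the whole clusters in place of the listed crRNAs, the gain with T4 PNK was 3.88305 instead of 3.71335 percentage points. The paper reads the coverage without T4 PNK as that of the long precursor, with mature crRNAs virtually absent.

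**Figure D7:**
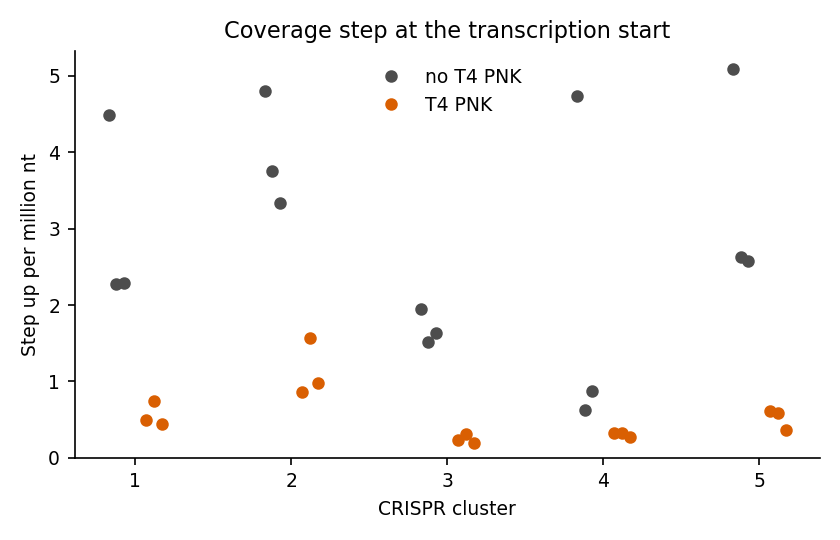
Points give the step up in coverage at the transcription start (reads per 1000000 nt of total coverage) of each of the 5 CRISPR clusters, 1 point per library. In every cluster the 3 libraries without T4 PNK lie above the 3 libraries with it, with a highest value of 5.08423 and a lowest of 0.198114.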

Sequencing of RNA samples without T4 PNK treatment revealed the transcription start site of the long CRISPR precursor RNA, whereas mature crRNAs were virtually absent. 

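The first repeat was taken to begin 28 nt upstream of the 5′ end of the first crRNA, which was searched within 30 nt of its listed position. The step then lay 71 nt upstream of the first repeat in all 5 clusters, in the summed libraries and in each of the 6 libraries. Coverage went from 278 to 6113 reads over this step in cluster 1 and from 77 to 8068, 34 to 3481, 36 to 3564 and 263 to 6897 reads in clusters 2 to 5. A search from 10 to 300 nt upstream also gave 71 nt in every cluster. When the first crRNA's 5′ end was searched within 15 nt, an alternative chosen after seeing the data, the distance in cluster 1 was 63 nt. Bases and promoter elements were not read, since no genome sequence was used. From the mapped starts, the paper concludes that all precursors begin with a G and share a box A element.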

Mapping of the transcription start sites revealed that all five CRISPR precursors start with a G located 71–73 nt upstream of the first repeat and that the box A promoter element 5′-TTTAAA-3′ was conserved (Figure 5G and Supplementary Table S1).

**Figure 5.**
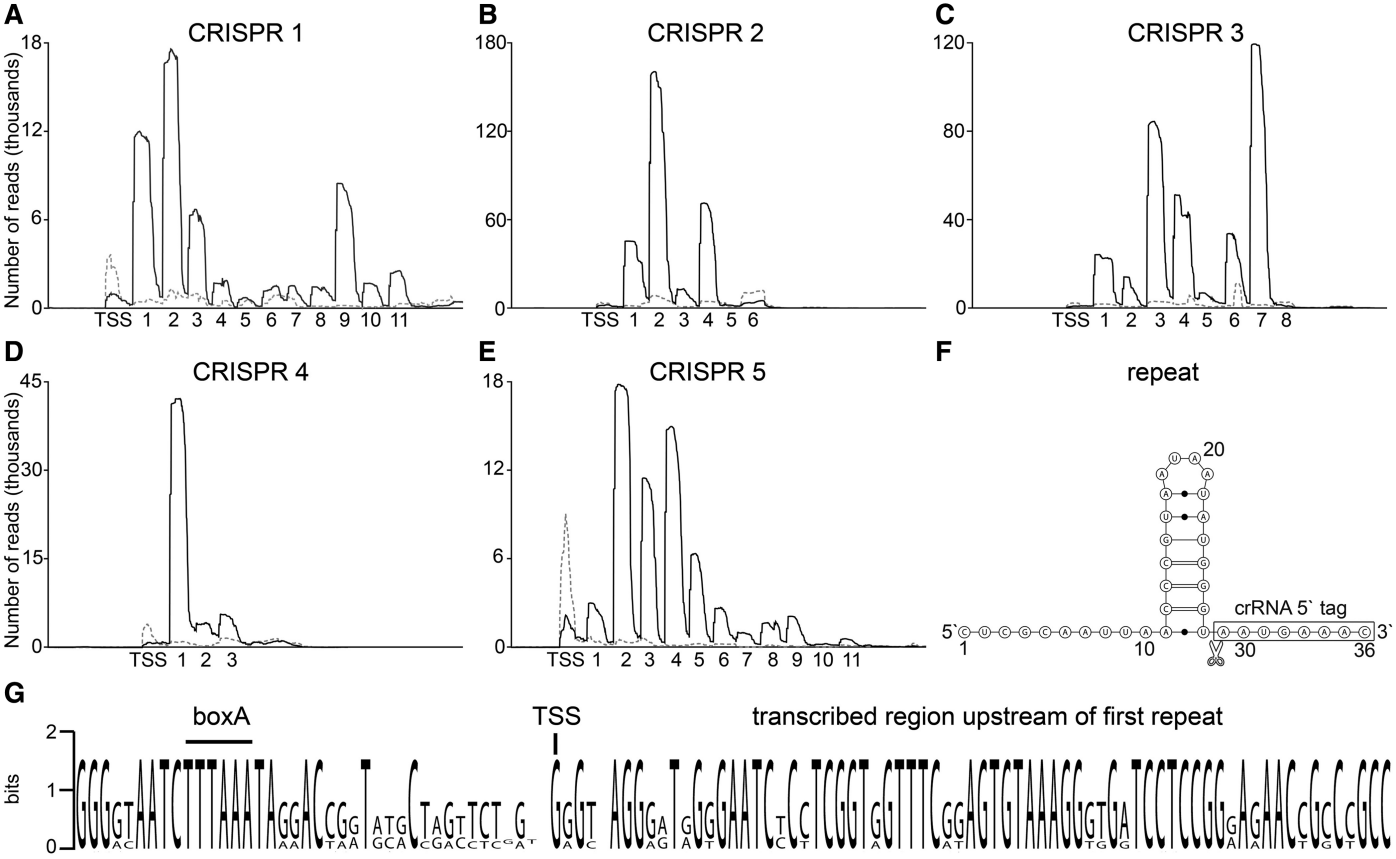
Detection of crRNA abundance and processing. (**A–E**) Illumina Hiseq2000 reads of T4 PNK-treated (black line) and untreated (gray dashed line) RNA samples were mapped to CRISPR loci 1–5 in the *M. kandleri* genome. The number of identified processed crRNAs and the detected transcription start site (TSS) are indicated. (**F**) Shown is the consensus repeat sequence and proposed structure. The detected cleavage site is indicated, and mature crRNAs contain an 8 nt 5′ tag. (**G**) A sequence logo of the aligned regions upstream of the first repeat in CRISPR loci 1–5 highlights a conserved transcription start site (TSS) and a boxA promoter sequence.

### Regulatory small RNAs and other sRNA classes

After identification of rRNAs, tRNAs, C/D box sRNAs, H/ACA box sRNAs, SRP RNA, RNase P RNA and crRNAs, the *M. kandleri* sRNome revealed a number of sRNAs that did not belong to any of these RNA families (Supplementary Table S1). 

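The SRP RNA (935850 to 936230) had a peak of 935 reads in Sample 1 and did not change detectably with T4 PNK, from 2.37451 ± 0.527149 to 2.82468 ± 0.0930381 reads per 1000000 nt (SD, n = 3 libraries each, log2 fold change 0.192064, limma adjusted p = 0.320595). For the RNase P RNA (40142 to 40540) the peak was 3119 reads and the change from 5.94267 ± 0.46456 to 4.52031 ± 0.626915 was not past the threshold either (log2 fold change -0.33466, limma adjusted p = 0.116935). Of the remaining RNAs, 3′ UTR fragments had a median of 16.527 ± 0.144768 reads per 1000000 nt without T4 PNK and 4.88274 ± 0.863706 with it, and antisense RNAs 5.22585 ± 2.24367 and 1.24923 ± 0.280618. All 9 of the further sRNAs were lower in all 9 pairs of libraries. Scaled to the coverage outside the rRNAs, the log2 fold change of the SRP RNA rose to 0.953912.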

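The 11 antisense RNAs had peaks from 1015 to 10941 reads in Sample 1 with a median of 3885, and the 9 further sRNAs from 626 to 27265 with a median of 6660. Strands were not separated in the files, so an antisense RNA could not be told from a sense signal at the same position. Coverage of 9 of the 11 antisense RNAs was lower with T4 PNK in all 9 pairs of libraries. Counting listed sRNAs above 1000 reads in place of 500 moved their number in Sample 1 from 200 to 180. The paper proposes that these RNAs could regulate gene expression.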

These RNAs include intergenic sRNAs and *cis*-antisense RNAs, which could provide means to regulate gene expression. An Lsm protein (MK0220) to facilitate interaction of regulatory sRNAs with their mRNA targets is present in *M. kandleri*. Unfortunately, the lack of genetic tools for *M. kandleri* does not permit function analyses for these sRNA candidates.

## DISCUSSION

*Methanopyrus kandleri* grows near the upper temperature limit for life. These extreme conditions provide challenges for the production and stability of all cellular macromolecules. Proper folding and the stable maintenance of the folded structure have to be guaranteed for structured non-coding RNA molecules. One strategy is the use of G-C base pairing over A-T base pairing in RNA structure elements (28). Additionally, posttranscriptional modifications play a crucial role in attenuating thermal RNA denaturation (29). Mass spectrometry analysis revealed an exceptionally diverse population of modified nucleosides in *M. kandleri* tRNAs (21) and a high degree of 2′-*O*-methylated nucleosides (30). These observations are in agreement with our detection of record numbers of C/D box sRNAs that are required to guide 2′-*O*-methylation of other RNA molecules and that underlines the importance of RNA modifications in hyperthermophilic organisms.

In addition, the stability of the guide RNAs that are involved in these RNA modifications needs to be guaranteed. C/D box sRNAs contain conserved RNA motifs (box C and box D sequences) that are required to form a kink-turn RNA secondary structure motif on binding of the L7Ae protein (31,32). Base pairing of the RNA termini ensures kink-turn formation in eukaryotic C/D box snoRNA (33). However, in *M. kandleri*, reverse complementary sequences located at the C/D box sRNA termini are either absent or too short to ensure stable RNA stems at the organism’s growth temperature (Supplementary Table S1). Therefore, the observed circularization of C/D box sRNA might be used to stabilize these important guide RNAs at elevated temperatures.

Circular C/D box sRNAs have been found in three different archaeal organisms that all share a hyperthermophilic lifestyle (34–36), which suggests that RNA circularization is a conserved feature in this extreme environment. RNA circularization was shown to increase RNA stability and to prevent nuclease degradation (37), and it has recently been suggested that circular RNAs are common in all three domains of life (38). However, the mechanism of archaeal C/D box sRNA circularization is currently still unknown.

A different RNA modification that is currently only known to occur in *M. kandleri* cells is cytidine deamination of tRNA at position 8, catalyzed by the orphan deaminase CDAT8. In all, 30 of 34 tRNA genes are transcribed as primary transcripts with a C at position 8 that is edited to U in the mature tRNA molecule. We took advantage of this unique editing marker to differentiate tRNA precursors in the RNA-Seq data and revealed that C-to-U editing occurs after termini truncation but before intron removal. This allows us to deduce the order of these processing events in a wild-type prokaryotic non-compartmentalized cell. In eukaryotic cells, compartmentalization can be used to order tRNA precursor maturation events. The tRNA genes are transcribed in the nucleus and tRNA termini are trimmed and matured. In yeast, these tRNAs are exported into the cytoplasm, where subsequently modifications are introduced and introns are spliced (39). In prokaryotes, these processes cannot be physically separated. Our data show that C-to-U editing separates termini trimming and intron removal and that *M. kandleri* tRNA maturation follows the order found in some eukaryotic tRNAs.

The purpose of the 30 C-to-U editing events in *M. kandleri* tRNAs is not known. It is plausible CDAT8 activity ensures that mature tRNAs contain the U8 base required for proper folding and function of the tRNA in protein biosynthesis. Therefore, the evolutionary advantage that resulted in the maintenance of C8 bases in the tRNA gene has to be determined by tRNA maturation stages before the editing event. Prevention of virus integration into tRNA genes (40) or the coordination of tRNA maturation events at extreme temperatures are possible scenarios. It was shown that U8 is usually found as a conserved modified 4-thiouridine nucleotide in bacterial and archaeal tRNAs, and the pathway for the biosynthesis of this modification was recently elucidated for methanogenic archaea (41). The presence of C8 in tRNA molecules would prevent introduction of this modification and might also coordinate local flexibility of the tRNA before formation of a U8:A14 tertiary base pair is possible, which stabilizes a sharp turn from acceptor stem to the D-stem of the tRNA. This entails that the timing of the occurrence of the U8 base during tRNA maturation in *M. kandleri* is important.

In conclusion, we describe the diverse sRNome for an organism that lives near the upper temperature limit for life and identified exceptionally high numbers of RNA modification guide RNAs and RNAs used for the defence against viruses. Both RNA families function even at extreme temperatures on the basis of annealing with their target nucleic acids. Increased RNA methylation and RNA circularization are suggested adaptations to the hyperthermophilic life style. Finally, the unique tRNA C-to-U event might be used to coordinate tRNA maturation.

## SUPPLEMENTARY DATA

Supplementary Data are available at NAR Online: Supplementary Table 1 and Supplementary Figures 1 and 2.

## FUNDING

Deutsche Forschungsgemeinschaft [DFG, FOR1680]; LOEWE Center for Synthetic Microbiology (Synmikro); the Max-Planck Society. Funding for open access charge: Max-Planck Society.

*Conflict of interest statement*. None declared.

## Supplementary Material

Supplementary Data

# Supplementary material for: RNA-Seq analyses reveal the order of tRNA processing events and the maturation of C/D box and CRISPR RNAs in the hyperthermophile Methanopyrus kandleri
**Source:** Nucleic Acids Res. 2013 Apr 25;41(12):6250–8. doi: 10.1093/nar/gkt317
**Supplement:** Supplementary Data

RNA-Seq analyses reveal the order of tRNA processing events and the maturation of C/D box and CRISPR RNAs in the hyperthermophile Methanopyrus kandleri — RNA-Seq analyses reveal the order of tRNA processing events and the maturation of C/D box and CRISPR RNAs in the hyperthermophile Methanopyrus kandleri — Supplementary Data 

# RNA-Seq analyses reveal the order of tRNA processing events and the maturation of C/D box and CRISPR RNAs in the hyperthermophile *Methanopyrus kandleri*

## Supplementary Data

files

**Files in this Data Supplement:**

- Supplementary Data - zip file

# Supplementary material for: RNA-Seq analyses reveal the order of tRNA processing events and the maturation of C/D box and CRISPR RNAs in the hyperthermophile Methanopyrus kandleri
**Source:** Nucleic Acids Res. 2013 Apr 25;41(12):6250–8. doi: 10.1093/nar/gkt317
**Supplement:** Supplementary Data

**Proposed structure of H/ACA box sRNA 6 and potential methylation target region.** Two kink-turn (k-turn) motifs and two pseudouridylation guide regions are indicated. Target prediction of C/D box sRNAs with the PLEXY tool (Kehr et al. 2011) identified a region for 2'-O-methylation (star) in this RNA. This region is targeted by C/D box sRNA 117 with the best overall quality score.

**Figure S2**

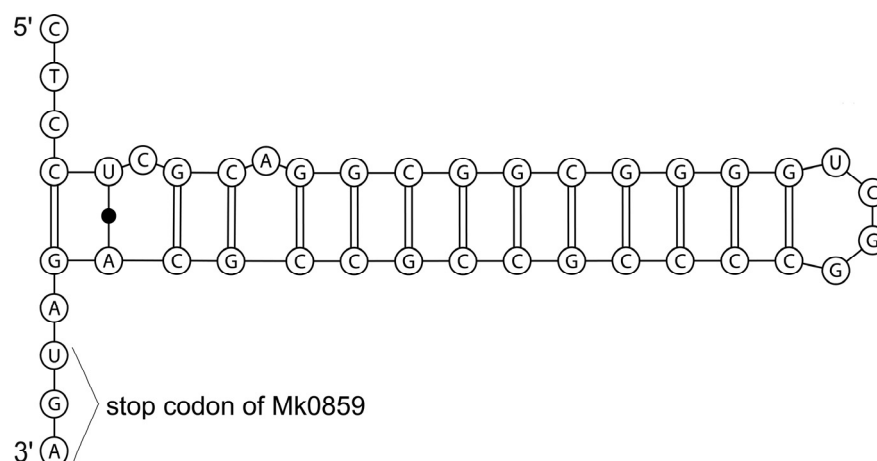

**Figure S2**

**3'-terminal hairpin of a highly abundant mRNA.** The high number of sequencing reads mapping to MK0859 (GAR1, member of the H/ACA ribonucleoprotein complex) correlate with an unusually stable hairpin directly upstream of the stop codon of the MK0859 open reading frame.

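The fragment listed for MK0859 runs from 814995 to 815297. Its mean coverage in Samples 1 to 3 was 5666.73, 7767.52 and 6925.27 reads and in Samples 4 to 6 it was 3242.38, 3745.38 and 3135.43 reads. The peak in Sample 1 was 14942 reads, and averaged over the libraries with T4 PNK it was 8946.67.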

**Table S1**

**Worksheet1**

**Transfer RNA and tRNA precursors.** Transfer RNAs were identified and incorrect Genbank annotations were corrected (red sequences). 5' leader regions and intron boundaries are indicated (modified from (Chan and Lowe 2009)). Mapped tRNA sequence reads for three independent RNA sample libraries without T4 PNK treatment are given and the tRNA reads of sample 1 were manually sorted to identify tRNA precursors with observed C8-to-U8 editing (C8U reads), leader and intron sequences.

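The sheet gives the number of reads per tRNA gene for the samples without T4 PNK, read by the authors from their mapping. Peak coverage was computed from the deposited coverage for comparison. In Sample 1 it was within 5% of the listed reads for 28 of the 35 genes and within a factor of 1.5 for 33. In Sample 2 these numbers were 6 and 29, and in Sample 3 they were 4 and 28. The sorting of reads into edited, leader-containing and intron-containing ones was done by hand on single reads, which are not in the files analysed here.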

**Worksheet2**

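The position and coverage columns of this sheet were read as the left end and the peak number of reads. The sheet does not name the library of the coverage column, and Sample 1 was used for comparison. In it, the peak was within a factor of 1.5 of the listed coverage for 119 of the 126 C/D box sRNAs.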

**C/D box sRNA and potential targets.** The table contains location, abundance and sequence of 126 identified C/D box sRNAs. C box motifs (consensus (GA)TGATGA) and C' box motifs (consensus TGATGA) are indicated in red and D or D' box motifs (consensus CNGA) are indicated in green. Potential terminal hairpins are underlined. 

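Of the 126 C/D box sRNAs, the sheet marks 108 as circular, 8 of them as mostly circular, and leaves 18 without a mark. A permuted read maps in parts that are out of order, which per-position coverage cannot show, so circularization was not measured.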

Circularization was observed by the presence of permuted sequence reads (+) and occasionally the majority of reads were permuted (++). Target prediction of identified C/D box sRNAs was performed with the PLEXY tool (Kehr et al. 2011) against (i) a set of all tRNAs and rRNAs and (ii) a set of all identified RNA in this study. The position of the predicted 2'-O-methylation site and the PLEXY quality scores are indicated.

### **Worksheet3**

**CRISPR RNAs.** The table lists identified crRNAs, their location and abundance. 

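The coverage column of this sheet was compared with the peak in Sample 4, which was taken as the T4 PNK condition because the sheet names no library. The peak was within 5% of the listed coverage for 29 of the 39 crRNAs and within a factor of 1.5 for 36.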

The 5' terminal 8 nt tag and exonucleolytically degraded 3' tags are underlined.

### **Worksheet4**

**List of identified sRNAs.** This list covers sequence, location and abundance of all identified sRNAs that do not belong to the categories covered in Tables S1 – S3. 

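This sheet lists the 6 H/ACA box sRNAs and the 45 other sRNAs. Peak coverage in Sample 1 was within 5% of the listed coverage for 39 of the 45 and for 4 of the 6 H/ACA box sRNAs.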

Potential kink-turn motifs are indicated in red and ACA motifs are highlighted in blue.

How the deposited data were processed for this re-analysis (not part of the article)

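Small RNA of *Methanopyrus kandleri* from 1 preparation was split by the authors into 6 fractions of 10 µg, and each was pre-treated differently before adapter ligation. Samples 1, 2 and 3 did not receive T4 PNK, and Samples 4, 5 and 6 did. Each pre-treatment has 1 library. The libraries of a group are therefore not biological replicates, and every SD describes the spread between pre-treatments. The sample titles of the deposited record carry other numbers than the methods of the paper, and libraries were assigned by their pre-treatment.

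The authors trimmed the reads, mapped them to the genome with CLC Genomics Workbench and deposited raw read coverage as the signal, 1 whole number of mapped reads for each of the 1694969 genome positions. Strands are together, values are not scaled for depth, and the handling of reads with several places is not stated. No genome sequence, annotation, single reads or base counts were in the files analysed here. The editing of C8, permuted reads, read lengths and a ranking of all protein-coding genes could therefore not be computed.

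Total coverage was 498207322, 819668261, 755597104, 970044044, 858575900 and 984281800 nt in Samples 1 to 6. These totals are in nt and not in reads, so no binomial interval applies to them, and the spread between libraries was used as the measure of precision. All T4 PNK libraries were deeper than all others, so depth and treatment cannot be separated before scaling. Sample 1 had no reads at 18.8806% of positions.

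The RNAs listed in Supplementary Table S1 were placed at their listed positions: 35 tRNA genes, 126 C/D box sRNAs, 6 H/ACA box sRNAs, 39 crRNAs and 45 others. The tRNA-Phe gene was placed by the sequence in Figure 2. The 3 rRNAs were placed by coverage near their labels in Figure 1, as regions opened by 20000 reads with gaps up to 150 nt joined. The peak coverage in each of the 254 RNAs was scaled to 1000000 nt of the library's total, a pseudocount of 1 was added and log2 values were taken.

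The 3 T4 PNK libraries were compared with the 3 others by limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a trend), with Benjamini-Hochberg adjustment over the 254 RNAs and a threshold of 0.05. The fit was tested on simulated data with 80 changed RNAs of log2 size 2, of which 100% were recovered, with 2.43902% false among those called. The simulated changes went up and down equally often and left the scaling as it was. This false share therefore does not cover falls that come from the rise of the rRNAs in the total. Shares of classes and differences in correlation were compared by exact permutation over the splits of the 6 libraries, which cannot give a p under 0.1. The rise and fall of coverage at crRNA ends were compared by sign-flip permutation with 100000 resamples. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.

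The 5′ end of a crRNA was the largest single-position step up within 15 nt of its listed position in the summed T4 PNK libraries. The size of the step, its position in single libraries and the end of the first crRNA of each cluster were searched within 30 nt. The first repeat was taken to begin 28 nt upstream of the first crRNA, from a repeat of 36 nt and a tag of 8 nt. The transcription start was the largest step up from 30 to 130 nt upstream of that repeat in the summed libraries without T4 PNK. Leader coverage was the coverage at the base before +1 divided by the peak in the gene, trailer coverage was read 5 nt after the gene, a distance set after the files arrived, and intron coverage was the mean over the intron divided by the mean over the 5′ exon.

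The RNAs named in the text are those that the paper's text or figures name, the highest and lowest crRNA of each cluster, and the 3 with the largest rise and the 3 with the largest fall among those past the threshold that changed the same way in all 9 pairs of libraries. This rule was set before the files arrived, and the list of RNAs named in the figures was completed after. Outside this rule, crRNA 4 of cluster 5 was named to show the effect of the pseudocount. Supplementary Table S1 names samples only in its tRNA sheet. Its other coverage columns were compared with Sample 1, and with Sample 4 for crRNAs.

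Alternatives were pseudocounts of 0.1 and 10, median-of-ratios scaling, scaling to coverage outside the rRNAs, mean in place of peak coverage, a minimum of 500 reads, flanks of 20 and 50 nt, a threshold of 1000 reads, other definitions of leader, intron and crRNA ends, a search from 10 to 300 nt for the transcription start, Spearman's rho, 1 kb windows and leaving out each library in turn.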

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

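Outside the listed RNAs and the rRNAs, 899 regions had coverage above 500 reads. They were flagged because they lie outside the listed RNAs, and there are no control samples to compare them with. Some hold signals that the paper describes, such as the 5′ leaders of tRNA-Tyr (1560273 to 1560285) and tRNA-Asp (657704 to 657715). Others hold CRISPR transcription starts, such as 1297590 to 1297688 in cluster 2. The paper also states that it checked all intergenic regions for RNAs covered by more than 500 reads. Of the 899 regions, 510 were at least 20 nt long and the median length was 25 nt. With no annotation they include protein-coding genes, so they are not a count of unlisted sRNAs. A technical explanation is that the edges of listed RNAs spill over: 35.1502% of the regions lay within 50 nt of a listed RNA, between the values set as deciding for and against it. For these regions the signal cannot be told apart from that explanation. The other 583 lay farther away, where edges within 50 nt do not account for them. No biological explanation was tested.

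Among the 583 regions more than 50 nt from a listed RNA, the region from 552886 to 552967 had the highest coverage in its lowest library, 4321 reads. Regions nearer to a listed RNA were left out of this ranking. Its peaks in Samples 1 to 6 were 61648, 13986, 14216, 5259, 5495 and 4321 reads, and it lies 8222 nt from the nearest listed RNA. It was flagged as a signal outside the listed RNAs. For the explanation signal of a single library, the number of libraries above 500 reads was counted, and it was 6 of 6. This follows from how the region was chosen, by its lowest library, so it is no independent test, and it does not exclude that most of the signal comes from a single library. The prediction was written only after the result was seen. Sample 1 was the highest, without replicates of its pre-treatment. Figure 1 draws a peak labelled C/D box sRNA 45 near this place, read by eye, while Supplementary Table S1 places that RNA from 524175 to 524237. Which RNA the region holds cannot be told without the sequence.

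The region from 892250 to 892311 had at least 3993 reads in every library (3993, 11022, 8761, 9229, 15574 and 8806 in Samples 1 to 6) and lies 54 nt from a listed RNA. The region from 206896 to 207051 had at least 3848 reads (3848, 7294, 6689, 3879, 6131 and 4527) and lies 1439 nt from one. Both were flagged as signals outside the listed RNAs. Neither was tested further, and unannotated coding genes cannot be excluded for either.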

How the results depend on the processing

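Apart from the settings said to be chosen later, the alternatives, the groups, the tests and the rule for named RNAs were fixed before the processed files arrived. Over 91 results there were 884 alternative rows, of which 780 did not change and 104 did. A count was taken as unchanged within 1.5 times the main count, a value without a test within 1 SD, and a tested difference when it kept its direction and its side of the threshold, whatever its size. By these rules 42 results, 18 of them headline results, were unchanged in every row, although their values moved. The number of changed RNAs was 128 to 184 across the fits that each left out 1 library, against 166, and the number of crRNAs higher with T4 PNK went from 31 to at most 36. Without T4 PNK, 32 tRNA genes had more leader than trailer coverage, and 22 did when both were read 1 nt outside the gene. This setting was chosen after seeing the data, and with T4 PNK it gave 18 genes. Only the direction was kept for the crRNA share (from 3.71335 to 10.2216 percentage points without rRNA), the C/D box share (from -19.9347 to -6.05506 without rRNA) and the similarity between groups minus that within them (from -0.224392 to -0.0628781 in 1 kb windows), since 3 libraries against 3 cannot pass 0.05 under any setting. The larger rise than fall at crRNA ends went from 34.9831 to 25.5539 over 3 positions. For single RNAs, 26 rows were weaker, 11 stronger, 5 moved and 38 reversed. For headline results, 22 rows moved, 2 reversed and 0 were weaker or stronger.

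Of the 10 splits of the 6 libraries into 3 and 3, 1 gave as many changed RNAs as the real split, the real one itself, and the same 1 of 10 holds for the RNAs higher, the RNAs lower and the crRNAs higher with T4 PNK. The others gave 0. With 10 splits the share cannot be under 0.1.

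Scaling to coverage outside the rRNAs changed the number of higher RNAs to 110 and of lower RNAs to 46, and median-of-ratios scaling changed the lower ones to 71. These scalings remove part or all of the rise of the rRNAs with T4 PNK, which lowers every other RNA in a share of the total. The tRNA share then had a difference of 0.8615 percentage points in place of a fall. The log2 fold changes that reversed under scaling without rRNA were those of tRNA-Tyr 0.514977, RNase P RNA 0.441313, crRNA 5 of cluster 1 0.429511, crRNA 8 of cluster 3 0.702282, tRNA-Phe 0.541549, tRNA-Leu with anticodon TAG 0.325089 and C/D box sRNAs 15 (0.746016), 16 (0.0954271), 27 (0.396343), 65 (0.329596), 67 (0.0417932) and 73 (0.0900057). Under median-of-ratios scaling they were tRNA-Tyr 0.122835, RNase P RNA 0.0762358, crRNA 5 of cluster 1 0.146097, crRNA 8 of cluster 3 0.319367, tRNA-Phe 0.163926 and C/D box sRNAs 15 (0.350046) and 27 (0.0118559).

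Mean in place of peak coverage, which weighs the whole RNA and not its highest position, also reversed log2 fold changes. The 16S rRNA went from a fall of -2.06338 (limma adjusted p = 0.000449367) to 0.0695822. The SRP RNA went to -0.0582679, the RNase P RNA to 0.202565 and crRNA 5 of cluster 1 to 0.0725342. C/D box sRNAs 11 (-0.0251048) and 82 (-0.136922) reversed as well. Mean coverage also gave 90.5634 reads for the lowest C/D box sRNA and 5666.73 for MK0859. Averaged over the libraries without T4 PNK in place of Sample 1, the lowest, median and highest C/D box sRNA had 622, 8458.5 and 986814 reads, since these libraries are deeper. Averaged over those with T4 PNK, the median was 9247.83 and the highest 290787.3 reads, and MK0859 had 8946.67. At a threshold of 1000 reads, 507 regions lay outside the listed RNAs.

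For leaders, the mean over the listed leader takes in positions where reads have not yet begun and gave 73.6025% for tRNA-Tyr and 18.2991% for the median gene. Dividing by coverage at +1, where fewer reads lie than at the peak, gave 97.7648% for tRNA-Tyr, 99.4614% for tRNA-Asp and 88.8289% for the median gene. For introns, the minimum over the intron gave 67.9589% for tRNA-Phe and 123.351% for the median gene, and dividing by the 3′ exon gave 303.991% and 172.142%. The shortest distance of a CRISPR transcription start was 63 nt when the first crRNA's 5′ end was searched within 15 nt, a setting chosen after seeing the data.

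Across the 6 fits that each left out 1 library, the 16S share difference ranged from -0.0783487 to 1.29997 percentage points. The log2 fold changes that crossed 0 ranged from -0.0205286 to 0.93117 (5S rRNA), -0.61067 to 0.0580725 (tRNA-Tyr), -0.159537 to 0.0425377 (crRNA 5 of cluster 1), -0.271971 to 0.333363 (crRNA 8 of cluster 3), -0.0139104 to 0.0435488 (crRNA 10 of cluster 5), -0.195104 to 0.488423 (C/D box sRNA 11) and -0.115279 to 0.212903 (C/D box sRNA 82).

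The replicate block was not run because each pre-treatment has 1 library and no library of one group is paired with a library of the other. The alternatives for the share of C8-to-U8 editing were not run, since the files hold no base counts. Without an annotation, only the 4 listed mRNA fragments were ranked. With 18.8806% of its positions without reads, Sample 1 limits what can be said of RNAs with low coverage.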

Differences from the paper's values

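Values in Supplementary Table S1 were compared with peak coverage, and 27 of the 321 differed. The table names samples only for tRNAs. The other coverage columns were compared with Sample 1, and with Sample 4 for crRNAs, a choice made before the files arrived, as were the alternatives except where said.

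For the initiator tRNA-Met (tRNA 5 Met (ini)(CAT) reads) the paper's 5076 in Sample 2 stands against 8665, and mean coverage over the gene (7304.96) closed the gap. In Sample 3 the paper's 8686 stands against 4808, which mean coverage did not close. For the tRNA for selenocysteine (tRNA 7 Sec(TCA) reads) the paper's 234, 1292 and 3413 in Samples 1, 2 and 3 stand against 135, 275 and 224. For tRNA 10 Met(CAT) reads the paper's 3412 in Sample 2 and 9661 in Sample 3 stand against 9646 and 3383. For tRNA 11 Met(CAT) reads the paper's 2655, 2868 and 3649 in Samples 1, 2 and 3 stand against 8.6e2 (rounded to 2 digits), 1283 and 1298. For tRNA 17 Leu(GAG) reads in Sample 3 the paper's 10480 stands against 4593. For tRNA 18 Asp(GTC) reads the paper's 8457 in Sample 2 and 27326 in Sample 3 stand against 27318 and 8448. Mean coverage closed none of these gaps after the first. For tRNA 25 Cys(GCA) reads the paper's 297 in Sample 2 stands against 495, closed by mean coverage (202.072), and the paper's 529 in Sample 3 against 259, not closed by it.

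With the H2O2 and Tris-HCl libraries exchanged, an alternative chosen after seeing the values, the gaps of the initiator tRNA-Met (4808 and 8665), tRNA 10 Met(CAT) reads (3383 and 9646), tRNA 18 Asp(GTC) reads (8448 and 27318) and tRNA 25 Cys(GCA) reads (259 and 495) in Samples 2 and 3 closed. Those of the selenocysteine tRNA, tRNA 11 Met(CAT) reads and tRNA 17 Leu(GAG) reads (5743) did not.

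For C/D box sRNAs in Sample 1, mean coverage over the RNA closed the gap for C/D box sRNA 17 coverage (paper's 5400 against 19705, mean 6414.27), C/D box sRNA 42 coverage (paper's 4400 against 10001, mean 4731.96), C/D box sRNA 44 coverage (paper's 26800 against 52957, mean 23096.6) and C/D box sRNA 60 coverage (paper's 1600 against 5523, mean 1556.08). For C/D box sRNA 44 coverage the mean of the T4 PNK libraries (30745) closed it as well. The means of the 3 libraries of a group closed none of the other gaps in this list. For C/D box sRNA 24 coverage (paper's 8500 against 4216) the means of the libraries without (7020.67) and with T4 PNK (6368.67) closed the gap and mean coverage did not. C/D box sRNAs 24 and 25 overlap and had the same peak, 4216 reads, as did C/D box sRNAs 60 and 61 with 5523. These peaks cannot be assigned to 1 RNA of a pair. For C/D box sRNA 70 coverage (paper's 38000 against 6774) the mean of the T4 PNK libraries (33369.7) closed it and the other alternatives set before did not, and Sample 4 alone (38673), chosen after seeing the values, closed it too. For C/D box sRNA 64 coverage (paper's 17300 against 1589) none of the alternatives set before the files arrived closed the gap, and taking the listed position as the right end (17182), chosen after seeing the values, did.

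For crRNAs in Sample 4, mean coverage closed the gap for cluster 2 crRNA 5 coverage (paper's 1200 against 2645, mean 1774.52), cluster 2 crRNA 4 coverage (paper's 42000 against 71258, mean 50367.7) and cluster 3 crRNA 8 coverage (paper's 2000 against 3131, mean 1455.89). For SRP at 935850 coverage (paper's 2200 against 935) the means of the libraries without (1695.67) and with T4 PNK (2645.33) closed the gap, and so did Sample 4 (2645), chosen after seeing the values. For sRNA at 1258590 coverage (paper's 2900 against 626) none did.

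The paper states that 5S and 16S rRNA fragments and C/D box sRNAs gave most reads. With T4 PNK, the 23S rRNA had the largest share of coverage, 35.0431%, and without it the C/D box sRNAs had 38.4861%. The paper names the MK0859 mRNA as the protein-coding gene with most reads. Among the 4 listed mRNA fragments it ranked at 3 in Sample 1, with 14942 reads against 198679 for the fragment at 496767 and 68720 for that at 984900. It ranked at 3 in Samples 2, 3 and 4 as well, and at 2 in Samples 5 and 6. Figure 1 labels a peak as C/D box sRNA 45 near the region from 552886 to 552967, while the table places this RNA from 524175 to 524237.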

Other observations

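The change of 166 RNAs with T4 PNK was weighed against technical explanations. A difference in depth would make Sample 1 differ as much from Samples 2 and 3 as the groups differ from each other. It gave 33 RNAs over 2-fold against 106 between the groups, which lies between the values set as deciding, so this test leaves a part for depth open. In a comparison chosen after seeing the values, Samples 2 and 5, the pair across the groups with the nearest totals (819668261 and 858575900 nt), differed in 98 RNAs over 2-fold. Samples 1 and 2, which lie further apart in depth (498207322 and 819668261 nt) within a group, differed in 38. Depth on its own does not account for the number of RNAs that differ between the groups. Spearman's rho of the log2 fold change was -0.171158 with GC content and -0.143008 with the length of the RNA over 251 listed RNAs, which are not independent replicates, and both are below the size set as telling. The number of lower RNAs dropped from 112 to 46 after scaling without rRNA, so rRNA taking more of the coverage with T4 PNK remains as an explanation for many of the falls.

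Sample 1 had no reads at 18.8806% of positions. Samples 2 and 3 thinned to its total had 2.04281% and 1.98788%, on average 2.01535%, so its lower depth does not account for this. The thinning was done for each position on its own, while reads cover many positions at once, and no biological explanation was tested.

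In Sample 1, 3 listed RNAs were at least 5 times higher than in Samples 2 and 3 after scaling. They are the antisense RNAs at 107070 (6082 reads against 531 and 610) and 927384 (3885 against 454 and 493) and the 5′ UTR fragment at 1610398 (22650 against 3577 and 3231). If incubation in T4 PNK buffer for 6 h were the source, the T4 PNK samples would be above Samples 2 and 3 as well, and 0 of the 3 RNAs were. Of the 45 listed RNAs of their class, 37 were lower with T4 PNK and 0 higher, which could hide a buffer effect. The test therefore cannot decide on the buffer. The prediction was written only after the values were seen.

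The tRNA reads that Supplementary Table S1 gives for Samples 2 and 3 were nearer to the exchanged libraries for 31 of the 35 tRNA genes. A mislabelled sample, in the table or in the deposited files, is a candidate explanation that remains. Its prediction was written only after the values were seen, and the assignment of libraries was left as the methods give it.

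It was tested whether opened circular RNAs need T4 PNK for ligation. The 108 C/D box sRNAs marked as circular had a mean log2 fold change of -0.446119 and the 18 others of -0.4305, with a permutation p of 0.949421. The 8 RNAs marked as mostly circular, part of the 108, had a mean of -0.112242, above the others in the direction predicted, with an SD of 0.919564, and were not tested on their own. The RNAs are not independent replicates, and no difference was detected for the marked RNAs as a whole.

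A T instead of a C at position 8 went with higher leader coverage of tRNA genes, by 39.5942 percentage points (exact permutation p = 0.00450664, 4 genes against 30). Longer leaders may explain this as well. Among genes with leaders of at least 20 nt the difference was 37.8023 percentage points with an exact permutation p = 0.1, the smallest that 3 genes against 3 can give, so length and base cannot be told apart. The prediction on longer leaders was written only after the result was seen.

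A further step up in coverage lay 5 nt downstream of the CRISPR transcription start. If cleavage that leaves a 5′ OH end made it, its ratio to the step at the start would be higher with T4 PNK in all 5 clusters, and it was higher in 4 clusters. The T4 PNK libraries were summed, and Sample 5 among them had no ATP, which T4 PNK needs to phosphorylate such ends. The test leaves the question open, and the prediction was written only after the steps were seen.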
